# Genomic Analysis Defines Increased Circulating, Leukemia-Induced Macrophages That Promote Immune Suppression in Mouse Models of FGFR1-Driven Leukemogenesis

**DOI:** 10.3390/cells14191533

**Published:** 2025-09-30

**Authors:** Ting Zhang, Atsuko Matsunaga, Xiaocui Lu, Hui Fang, Nandini Chatterjee, Ahmad Alimadadi, Stephanie F. Mori, Xuexiu Fang, Gavin Wang, Huidong Shi, Litao Zhang, Catherine C. Hedrick, Bo Cheng, Tianxiang Hu, John K. Cowell

**Keywords:** FGFR1 leukemogenesis, monocytes, macrophages, CyTOF, scRNA-Seq, immune suppression

## Abstract

The development of FGFR1-driven stem cell leukemia and lymphoma syndrome (SCLL) in mouse models is accompanied by an increase in highly heterogenous myeloid derived suppressor cells (MDSCs), which promote immune evasion. To dissect this heterogeneity, we used a combination of CyTOF and scRNA-Seq to define the phenotypes and genotypes of these MDSCs. CyTOF demonstrated increased levels of circulating macrophages in the peripheral blood of leukemic mice, and flow cytometry demonstrated that these macrophages were derived from Ly6C^Hi^ M-MDSC as well as the Ly6C^Int^ and Ly6C^Low^ monocytic populations. Consistently, scRNA-Seq analysis demonstrated the accumulation of non-classical monocytes (ncMono) during leukemia progression, which also express macrophage markers. These leukemia-induced macrophages show continuous transcriptional reprogramming during leukemia progression, with the upregulation of cellular stress response genes *Hspa1a* and *Hspa1b* and inflammation-related gene *Nfkbia*. Trajectory analysis revealed a transition from classical monocytes (cMono) to ncMono, and potential genes orchestrating this transition process have been identified. Furthermore, T-cell suppression assays demonstrated the immune suppressive abilities of leukemia-induced circulatory macrophages. Targeting these macrophages with the GW2580 CSF1R inhibitor leads to restored immune surveillance and improved survival. Overall, we demonstrate that circulating macrophages are responsible, at least in part, for the immune suppression in SCLL leukemia models, and targeting macrophages in this system improves the survival of leukemic mice.

## 1. Background

Hematologic malignancies associated with *FGFR1* abnormalities typically present as a myeloproliferative neoplasm but then develop into heterogeneous forms of leukemia including acute myeloid leukemia (AML), T- or B-lineage lymphoblastic leukemia/lymphoma, and even mixed phenotype acute leukemia [1]. The hallmark of the resulting stem cell leukemia/lymphoma syndrome (SCLL) is the presence of chimeric FGFR1 genes formed as the result of chromosome translocations, which bring a dimerization motif from the partner chromosome in juxtaposition with the FGFR1 kinase domain [2]. We have developed murine models of SCLL, which are representative of human disease [3,4,5] and have demonstrated specific FGFR1-directed genetic changes that drive leukemogenesis [6,7,8]. In some cases, these observations have identified therapeutic candidates which, when targeted pharmacologically, can suppress leukemogenesis in these models. The homogeneous nature of these leukemia models provides an opportunity to characterize the genetics of FGFR1-driven tumorigenesis and investigate their influence on host immune surveillance and the underlying mechanisms.

CyTOF and single-cell mRNA sequencing (scRNA-Seq) are both powerful techniques to characterize the tumor immune microenvironment. CyTOF uses heavy metal labeled antibodies against cell surface markers, which are used to define their distribution on individual cells in the sample [9]. Unlike traditional flow cytometry, which can only analyze relatively limited numbers of markers in a single experiment, CyTOF can simultaneously identify more than 100 different markers. When CyTOF is used in combination with scRNA-Seq, the reprogrammed gene expression in cells in the immune system can be superimposed on cell phenotypes identified through cell surface marker expression. These studies provide a more complete characterization of how the immune cell microenvironment responds to the presence of cancer cells. To date, the majority of studies in this regard have been performed in solid tumors, with few investigations reported for leukemias, which have a distinct pathobiology compared with solid tumors. Although microenvironment studies have been reported in leukemias, these have been limited to flow cytometric analyses using a limited subset of cell surface markers [10,11].

To provide a better characterization of leukemia-induced changes in the SCLL immune microenvironment, we investigated the immune cell composition in the peripheral blood (PB) from SCLL mice using CyTOF in combination with scRNA-Seq. CyTOF analysis demonstrates increased levels of macrophages in the peripheral circulation of leukemic mice, which was further confirmed by flow cytometry and electron microscopy (EM). Both the non-classical monocytes (ncMonos) and classical monocytes (cMonos) contribute to these circulatory macrophages [12]. Using scRNA-Seq, the gene signature associated with these leukemia-induced macrophage-like ncMonos has been identified, as well as transcriptional reprogramming in these macrophages during leukemia progression. Trajectory assay suggests a transition from cMonos to ncMonos in leukemic mice and the modulatory genes during this transition have been defined. T-cell suppression assays in vitro and macrophage depletion in vivo confirmed a direct role for these leukemia-induced macrophages in suppression of anti-leukemia immunity.

## 2. Methods

### 2.1. In Vivo Studies

The 0.1 × 10^6^ SCLL cells were engrafted into 6–8-week-old, female Balb/C mice, as described previously [13], and PB was collected from the tail vein for flow cytometry analysis. For macrophage depletion, GW2580 (MedChemExpress, Monmouth Junction, NJ, USA, #HY-10917) was administrated by IP daily at 80 mg/kg, starting 5 days after SCLL cell engraftment. All animal experiments were performed under an approved protocol from the Augusta University Institutional Animal Care and Use Committee.

### 2.2. CyTOF Analysis of Peripheral Blood Samples

Individual cells from PB samples were stained with a panel of 39 individual antibodies (Supplementary Table S1) and analyzed using a CyTOF XT Mass Cytometer (Standard Biotools, San Francisco, CA, USA). Sample processing was in triplicate and data collection and analysis was performed as previously described [14]. Data files were normalized using the bead-based Normalizer [15], which was then analyzed using the cloud-based OMIQ platform (omiq.ai, Dotmatics). Dimensionality reduction was performed using the Uniform Manifold Approximation and Projection (UMAP) algorithm [16,17], and hierarchical clustering was performed using the FlowSOM algorithm Trajectory Inference using the Wishbone algorithm [18].

### 2.3. Flow Cytometry Analysis

PB was collected from the tail vein, and red blood cell lysis was performed to enrich the leukocytes. Flow antibodies used in this study were CD4-APC (Biolegend, San Diego, CA, USA, #100412), CD8α-PE/Cy7 (Biolegend, #100722), Ly6C-PE (Biolegend, #128008), CD11b-PerCP/Cy5.5 (Biolegend, #101228), Ly6G-APC/Cy7 (Biolegend, #127624), F4/80-APC/Cy7 (Biolegend, #123118), and CD135-BV421 (Biolegend, #135315). The NovoCyte Quanteon Flow Cytometer System was used for data collection, and analysis was performed using FlowJo™ v10.10.

### 2.4. T-Cell Proliferation Assay

CD11b+F4/80+ macrophages were sorted from the bone marrow of naïve C57BL6 mice and the peripheral blood of leukemic mice. Spleen-derived CD4+ T cells were isolated using the MojoSort™ Mouse CD4 T Cell Isolation Kit (Biolegend, #480033) from the naïve C57BL6 mice. The isolated CD4+ T cells were first stained using the CFSE Cell Division Tracker Kit (Biolegend, #423801) and then co-cultured with macrophages for 3 days at 1:1 or 2:1 ratio in the presence of anti-CD3/anti-CD28 Dynabeads (Sigma-Aldrich, St Louis, MO, USA, #11452D). T-cell proliferation was then analyzed using flow cytometry for CFSE by gating on the CD4+ population.

### 2.5. Electron Microscopy

Isolated cells were postfixed in 2% osmium tetroxide in sodium cacodylate (NaCAC) buffer, stained and blocked with 2% uranyl acetate, dehydrated using a graded ethanol series, and embedded in Epon 812 Araldite resin mixture (Electron Microscopy Sciences, Hartfield, PA, USA). Thin sections were cut with a diamond knife using a Leica EM UC7 ultramicrotome (Leica Microsystems, Inc., Bannockburn, IL, USA), collected on copper grids, and stained with 2% uranyl acetate and lead citrate. Cells were observed in a JEM 1230 transmission electron microscope (JEOL USA Inc., Peabody, MA, USA) at 110 kV and imaged with an UltraScan 4000 CCD Camera (Pleasanton, CA, USA).

### 2.6. RNA-Seq and Quantitative Real-Time PCR

The qRT-PCR and RNA-Seq analysis was performed as previously described [3]. The sequences of primers used are described in Supplementary Table S2.

### 2.7. Single-Cell RNA Genomic Analysis

Preparation, sequencing, and bioinformatics analysis of PB samples was carried out as described previously [19].

### 2.8. Statistical Methods

The Student’s *t* test was performed for comparison between two groups, whereas one-way ANOVA multiple comparison was used for comparison of three or more groups. ns represents not significant, * *p* < 0.05, ** *p*< 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

## 3. Results

### 3.1. CyTOF Analysis Identifies Leukemia-Induced Macrophage Populations

In our previous study, flow cytometry analysis identified leukemia-associated polymorphonuclear MDSC (PMN-MDSC) and monocytic MDSC (M-MDSC) based on the expression of cell surface markers CD11b, Ly6C, and Ly6G [13]. This approach, however, only provides a limited view of immune cell composition because of the limited detection capability. CyTOF, however, can provide a high-dimensional and unbiased analysis of the immune cell composition, which can define individual disease-associated cell populations. To further examine the effects of SCLL cells on the global immune microenvironment, we engrafted 0.1 × 10^6^ BBC2 cells into three individual mice and sacrificed them after 14 days. The BBC2 cell line was established from primary leukemia cells arising from stem cells transduced with the BCR-FGFR1 chimeric kinase that gives rise to a pro-B-cell-like leukemia [4]. This cell line model represents the acute phase of this leukemia with mice succumbing within 15–20 days [4]. The value of this in vivo system lies in the fact that the tumor cells co-express GFP from the transducing vector, allowing leukemic cells to be distinguished from normal cells in the peripheral circulation.

Frozen, GFP-negative PB leukocytes were then prepared and shipped for off-site CyTOF analysis, together with samples from three naive mice as controls. Only CD45+ cells were included in the analysis, which is a broad marker of hematopoietic cells. From the PB leukocytes, 1194–1391 cells from each naive mouse were analyzed, as well as 1400 cells from each leukemic mouse. The expression of 39 individual immune cell surface markers was then characterized in these cells. As shown in the heatmap in Figure 1A, in a comparison between CD45+ PB cells from naive and leukemic mice, there was a consistent increase in the expression levels of markers CD64, CD71, CD184, and F4/80 in the three leukemia-bearing mice. There was also a decrease in expression levels of CD24, CD11b, Ly6G, CD172a, and Ly6C and, to a lesser extent, CD162, CCR2, LFA-1, CD182, and CD16/32. The surface protein levels for each of these markers in the three individual mice from both cohorts is shown in Figure 1B. Using the Uniform Manifold Approximation and Projection (UMAP) algorithm, cells were grouped into 15 individual clusters based on the expression of the 39 markers (Figure 1C, Supplementary Figure S1).

Cluster annotations were assigned based on their relative expression of established cell-type markers (Supplementary Figure S1) and cross referenced to published studies of these cell types. The dendritic cells are defined by the expression of CD11b, TREML4, and CD11c, and are sub-grouped by both high and low CD71 expression as well as high, intermediate, and low MHCII expression. Macrophages are defined by the expression of CD11b, TREML4, F4/80, and Marco and sub-grouped into CD135+ and CD135−. Monocytes are defined by the expression of CD11b and are sub-grouped by both high and low Ly6C expression as well as high, intermediate, and low CD38 expression. Neutrophils are classified by the expression of CD11b, Ly6C, and Ly6G and are divided into MHCII+ and MHCII− subtypes. Eosinophils are defined by CD11b and Siglec-F. B cells are classified by CD19, CD4 T cells by CD4, and CD8 T cells by CD8.

When changes in the proportion of cells in each of these clusters were compared between naive and leukemic mice (Figure 1D,E), besides often small but significant differences between individual cell types, major changes were seen in the CD135− macrophages, which constituted ~75% of the cells in the processed PB sample, as well as 8% of the CD135+ macrophages. Thus, in this analysis, 83% of the total cells in the samples from leukemic mice were macrophages. In the PB from normal mice, however, there were virtually no CD135+ or CD135− macrophages. Levels of CD4+ and CD8+ T cells were reduced from 9% and 3%, respectively, in the PB of naive mice to virtually no T cells in the PB of leukemic mice. In the PB from the naive mice, the levels of MHCII- neutrophils and CD71^hi^ MHCII^lo^ dendritic cells (DCs) were reduced from 45% and 14% of the total, respectively, to almost zero in the leukemic mice. Relative normalized frequencies for all clusters are shown in Figure 1F, where the changes were significant in 14 out of 15 clusters, with the exception of CD8+ T cells.

It should be noted that the PB samples in this study were frozen prior to submission to the CyTOF facility, and it has been shown that this results in the loss of most of the fragile neutrophils in the samples [20]. The CyTOF analysis, therefore, provides valuable information that is largely restricted to the mononuclear cells in the analysis and the relative abundances of the same clusters between naive and leukemic mice. With this caveat, macrophage clusters 3 (CD135+) and 4 (CD135−) represented the major differences between the naive and leukemic samples (Figure 1C). To resolve the connections of these tightly associated clusters, we performed a diffusion map analysis (Figure 2A), which revealed that the two subgroups of cells appeared as a continuous branching profile rather than two distinct clusters. These two clusters shared similar expression levels for most of the markers detected, such as F4/80 and CD71(Figure 2B, Supplementary Figure S1). These diffusion maps suggest a differentiation from the CD135+ progenitor cells into the more mature CD135- macrophages in a differentiation continuum. The markers that can be used to distinguish the CD135+ progenitor cells are CX3CR1, CCR1, CD127, Marco, CCR2, CD135, and CD182, most of which are involved in macrophage activation and function. Diffusion map analysis of the expression levels of these markers in the CD135+ macrophages demonstrate a higher-level expression of CD127, Marco, CX3CR1, and CCR2 (Figure 2B). Notably, a high-level expression of F4/80 and CD71 is detected in both macrophage populations.

### 3.2. Leukemia-Induced Immunosuppressive Macrophages in Peripheral Blood

In solid tumors, macrophages are confined to the tumor mass where they differentiate from infiltrating monocytes and are rarely seen in the peripheral blood. Our CyTOF analysis of PB revealed a predominant presence of macrophages in leukemic mice. To confirm this observation, flow cytometry was used to detect the presence of macrophages in the peripheral circulation. F4/80+CD135− macrophages in naive mice represent only 2.83% of cells in the PB, which increases to 20.84% in the leukemic mice, while the F4/80+CD135+ macrophages comprise 0.18% of leukocytes in naive mice, which increased to 2.01% in leukemia mice (Figure 2C,D). To confirm the identity of these leukemia-induced macrophages, we sorted Cd11b+F4/80+ cells from the PB of leukemic mice and performed electron microscopy. As shown in Figure 2E, these cells showed typical structures of macrophages with enlarged nuclei and abundant phagosomes and lysosomes.

To determine whether the macrophages that accumulate in the leukemic mice have a functional effect on T cells, we performed T-cell suppression assays. CD4+ cells were isolated from the spleens of naive mice and co-cultured with sorted macrophages from leukemic mice at D14, based on the expression of CD11b and F4/80. For the naive mice, CD11b+F4/80+ macrophages were isolated from the bone marrow and, when cultured with CD4+ T-cells at a 1:1 ratio, 85% of the CD4+ T cells showed cell proliferation (Figure 2F,G). When macrophages from the PB of leukemic mice were co-cultured with CD4+ T-cells and mixed in a 1:1 ratio, proliferating T cells were reduced to 71%. When the T-cell/macrophage ratio was increased to 1:2, there was only a slight decrease in T-cell proliferation in the naive group but a far more significant reduction in T-cell proliferation in the co-culture with macrophages from leukemic mice (Figure 2F,G). RNA-Seq analysis of these macrophages from naive and leukemic mice revealed an increased expression of macrophage markers *Adgre1* (encoding F4/80) and *Egr2*, immune suppression-related molecules *Cd274*, *Nos1*, *Hif1a*, *Vegfa* and *Nox1*, as well as cytokines for M2 macrophage polarization *Il4*, and *Il13* (Figure 2H). In contrast, M1 macrophage-related markers including *Egr1*, *Msr1*, *Ahr*, *Cd86*, *Ly6c1*, and *Ly6c2* show a reduced expression in leukemia-induced macrophages. The relative expression levels of these markers in macrophages were further confirmed by qRT-PCR (Figure 2I).

### 3.3. M-MDSC Partially Contribute to Leukemia-Induced Macrophages in Peripheral Blood

Our previous report showed an increase in MDSC during SCLL progression in the peripheral circulation [13]. Here, the CyTOF and flow cytometry analysis revealed a significant presence of macrophages in the PB. There are reports that indicate M-MDSC can further differentiate into tumor-associated macrophages during cancer development [21,22]. We therefore performed flow cytometry to investigate the connection between M-MDSC and macrophages in our leukemia model. The level of GFP+ leukemia cells increases over 14 days post-engraftment. When we gated GFP− cells and then focused on the Ly6G− population, there was a significant increase in CD11b+F4/80+ macrophages during leukemia progression (Figure 3A,B). To determine which subgroup is giving rise to these macrophages, we parsed the Ly6G−CD11b+ cells based on the Ly6C expression levels and determined the presence of CD11b+F4/80+ cells during leukemogenesis. In the Ly6C^Hi^ group, the relative percentage of macrophages increased from 8.48% in naive mice to 82.69% by day 14 in mice with advanced leukemia. The relative percentage of macrophages increased from 5.30% to 44.33% in the Ly6C^Int^ group and from 9.93% to 40.45% in the Ly6C^Low^ group (Figure 3A,B). These observations suggest that macrophages arise from all subgroups of Ly6G−CD11b+ cells in this model. When the percentages of macrophages from these three subgroups are normalized to total GFP− cells, the most predominant contribution comes from the CD11b+Ly6C^Low^ subpopulation at day 14, which consisted of 6.10% of the total GFP− cells, with 3.15% and 1.15% from the Ly6C^Hi^ group and Ly6C^Int^ group, respectively (Figure 3B). The changes in percentages in the different subgroups of cells were further confirmed by cell counts (Figure 3C).

### 3.4. Molecular Characterization of Leukemia-Induced Monocytes

While CyTOF and conventional flow cytometry can efficiently monitor the dynamic changes in most immune cells in the leukemic microenvironment during leukemia progression based on cell surface marker expression, they do not provide insights into underlying genetic changes in these cells that might directly correlate with their function. Therefore, to address this issue, we performed a, scRNA-Seq analysis using PB leukocytes from mice engrafted with BBC2 SCLL cells. 

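PB samples from 1 naive library and from 1 leukemic library each at D11 and D14 were sequenced with 10x Genomics 3′ v3 chemistry after lysis of red cells and removal of dead cells. The authors counted the reads with Cell Ranger and deposited its filtered matrices, which hold raw counts of unique molecular identifiers (UMIs) per gene and barcode, without normalization. The matrices held 5386 barcodes and 30362408 UMIs in the naive library, 8536 barcodes and 57640396 UMIs at D11, and 9337 barcodes and 65861863 UMIs at D14. Median UMIs per barcode were 4326.5, 5396 and 4107 in that order. Barcodes with fewer than 200 genes or with over 10% mitochondrial UMIs were left out, and the highest-scoring barcodes of a doublet caller were removed, which left 3695 naive, 4400 D11 and 4258 D14 cells. Cells of the 3 libraries were clustered together, leaving out the genes the paper reports, and clusters were named from markers fixed in advance, so every class carries the ending "-like". UMIs were summed over the cells of a class in a library and given as CPM of that sum. The sums held 947000, 1661196 and 6274997 UMIs in the non-classical (ncMono-like) class and 2279113, 3753164 and 2986208 UMIs in the classical (cMono-like) class, for naive, D11 and D14. With 1 library per condition, no difference has a replicate check and none was tested. Brackets after a value hold its exact 95% interval, Poisson for sums and Clopper-Pearson for shares, which covers counting error only.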

Previous studies [19] had identified the leukemia-induced neutrophil populations in this model but, since the CyTOF analysis showed such dramatic increases in macrophages, here we focused on the changes occurring in monocyte clusters in leukemic mice. Sub-grouped monocytes from the PB leukocytes of naive mice and leukemic mice after 11 days (D11) and 14 days (D14) were analyzed (Figure 4A). 

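Clustering gave 28 clusters over the 3 libraries. A single cluster held the ncMono-like cells, with all 8 of its fixed markers (Ace, Treml4, Eno3, Gngt2, Spn, Lair1, Stap1 and Ceacam1), and numbered 120 naive, 188 D11 and 624 D14 cells. Another cluster held the cMono-like cells, with 5 of the fixed markers (Vcan, Ms4a4c, Mgst1, Ifi27l2a and Plac8), and numbered 182, 280 and 147 cells. Median UMIs per cell in these 3 libraries were 7602.5, 7900 and 9281 in ncMono-like cells and 12578, 13452.5 and 20260 in cMono-like cells. A pair of clusters, of low-UMI cells and of CD8 T cells, stayed unnamed, and these made up 6.17% of naive, 4.59% of D11 and 7.92% of D14 cells.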

Cluster identity predictor (CIPR) analysis defined two distinct subgroups of monocytes, cMono and ncMono, based on the global gene expression profiles of these cells. A heatmap of the 10 most statistically relevant genes identified in the corresponding clusters are shown in Figure 4B. As shown in the UMAP (Figure 4A), only the ncMonos showed progressive increases during leukemia progression whereas, at D14, they constituted 19.5% of total leukocytes compared with 3.2% in naive mice.

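ncMono-like cells made up 3.25% [2.70 to 3.87] of 3695 naive cells, 4.27% [3.69 to 4.91] of 4400 D11 cells and 14.65% [13.61 to 15.75] of 4258 D14 cells. The paper's reported values are 3.2% and 19.5% of total leukocytes, whereas the denominator here was every cell kept, erythroid-like and platelet-like cells included. Over cells not neutrophil-like the naive and D14 shares were 5.06% and 19.4%, and over cells neither erythroid-like nor platelet-like, a denominator chosen after the shares were seen, they were 3.33% and 19.29%. The share was 1.32 times [1.04 to 1.67] the naive share at D11 and 4.51 times [3.71 to 5.53] at D14. The share of cMono-like cells went from 4.93% [4.25 to 5.67] in the naive library to 6.36% [5.66 to 7.13] at D11 and 3.45% [2.92 to 4.04] at D14. That was 1.29 times [1.07 to 1.57] and then 0.701 times [0.56 to 0.876] the naive share. The D14 ratio was 0.901 over cells neither erythroid-like nor platelet-like and 0.596 over cells not neutrophil-like. Per cMono-like cell there were 0.659 [0.519 to 0.835] ncMono-like cells in the naive library, 0.671 [0.555 to 0.811] at D11 and 4.24 [3.54 to 5.12] at D14. Over all deposited barcodes less those removed as doublets, the ncMono-like ratios were 1.01 at D11 and 3.08 at D14, the latter being the largest move from any setting. Without erythroid-like and platelet-like cells they were 1.79 and 5.8. Clusters were named anew, so classes need not hold the study's cells, although the D14 share was 14.6% to 14.7% under each clustering setting. The D14 share moved with the filter of barcodes. It was 7.48% with all deposited barcodes less doublets and 21.9% with at least 500 genes and at most 5% mitochondrial UMIs. The naive shares there were 2.43% and 4.41%.

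**Figure D1:**
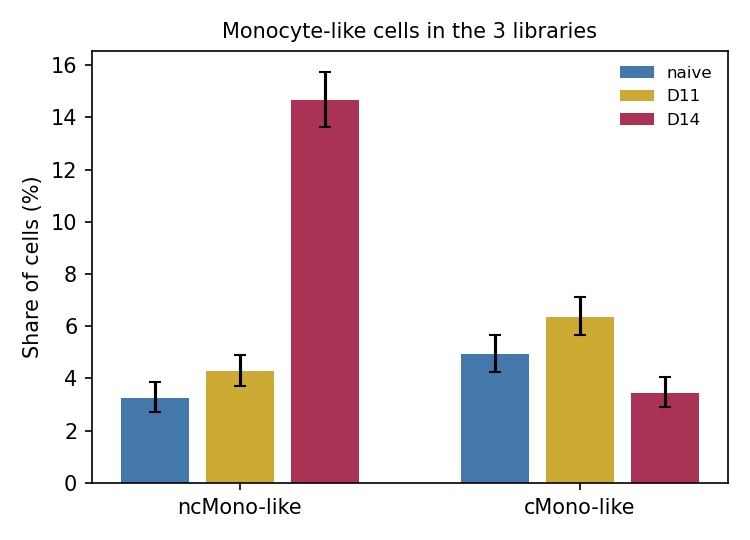
Percent of all cells kept (vertical axis) that were ncMono-like and cMono-like in the naive, D11 and D14 libraries, with exact 95% Clopper-Pearson intervals, which cover counting error only. The ncMono-like share was 14.65% at D14 and 3.25% in the naive library, and the cMono-like share was highest at D11.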

A dot plot of the 30 most differentially expressed genes between the two monocyte subgroups is shown in Figure 4C and Supplementary Table S3. 

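Table S3 lists 1048 genes for cluster 1 and 824 for cluster 6, each with a log2 fold change between the ncMonos and cMonos, and its top genes are those with the smallest p. On the scale of that table, all 1872 of its genes were found by symbol and all 1872 changed in the direction the paper gives. Across genes, which are not independent replicates, the values from the deposited counts had a Pearson correlation of 0.998 with those of the table, a slope of 1.02 and a median absolute difference of 0.0245 log2. The table lists genes that the authors picked as markers from these same libraries. Most of them were not among the 110 reported genes left out of the clustering. Agreement in direction was therefore largely fixed in advance, and pooling the genes of both clusters, with opposite signs, raises the correlation. These values pool the 3 libraries, and no p-value was computed from cells.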

Genes that define the ncMonos include *Adgre4*, *Tcf7l2*, *CD300ld*, *Cd9*, *Cd300e*, *Pparg*, *Fcgr4*, *Pou2f2*, and *Dusp16*. 

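All 9 genes were higher in ncMono-like than in cMono-like cells at D11 and at D14, and 8 were so in the naive library, where Cd300e had no UMI in cMono-like cells. Cd300e (ENSMUSG00000048498, chromosome 11 from 115051917 to 115062177 of GRCm38) was at least 194-fold higher in naive ncMono-like cells. The median log2 ratio of the genes with a ratio was 3.52 in the naive library, 4.73 at D11 and 4.37 at D14. In naive mice, Dusp16 (ENSMUSG00000030203) had a log2 ratio of 5.71 [5.25 to 6.22], Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) of 4.67 [4.34 to 5.03], and Pou2f2 (ENSMUSG00000008496) of 2.13 [2.00 to 2.25], the smallest of the list. B-like cells at D14 also held Pou2f2, at 500 CPM. Of all settings, doublets kept moved the naive ratio of Dusp16 most, lowering it while its sign stayed. None of the 9 genes entered the clustering.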

Genes defining the cMonos include *Hopx*, *Ly6c1*, *S100a4*, *Sell*, *Plcb1*, *S100a10*, *Slfn5*, *Fn1*, *Ccr2*, *Ly6c2*, and *F13a1*. 

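All 11 genes were lower in ncMono-like than in cMono-like cells in each library, with a median log2 ratio of -3.54 in the naive library, -4.11 at D11 and -5.57 at D14. F13a1 (ENSMUSG00000039109, chromosome 13 from 36867178 to 37050244) had 1336 CPM in naive cMono-like cells and a log2 ratio of -9.31 [-12.35 to -7.45]. Ly6c2 (ENSMUSG00000022584, chromosome 15 from 75108158 to 75111970) had a naive ratio of -5.91 [-6.82 to -5.13] and Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) one of -3.12 [-3.40 to -2.85]. The smallest difference at D14 was that of S100a4, with a log2 ratio of -2.18 [-2.24 to -2.11].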

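Of the 30 cluster 1 genes with the smallest p in Table S3, 24 were left after the naming markers were removed. In ncMono-like cells, 9 of the 24 rose from naive to D11 and again to D14, 5 fell at both steps, and 15 were higher at D14 than in the naive library. Their median log2 ratio over naive was 0.07 at D11 and 0.23 at D14, which lay above 82.9% and 99.5% of 10000 random lists matched on size and expression. Fcgr4 (ENSMUSG00000059089, chromosome 1 from 171018920 to 171029761) rose from 419 CPM to 454 and 1125 CPM, with a log2 ratio at D14 of 1.43 [1.28 to 1.57]. Tcf7l2 rose from 452 to 521 and 602 CPM. Pparg fell from 863 to 744 and 646 CPM, a log2 ratio at D14 of -0.42 [-0.53 to -0.31], and Adgre4 fell from 1779 to 1477 and 1437 CPM. With TMM factors in place of CPM the list's median at D14 was 0.42, and Pparg and Adgre4 remained below their naive levels, at log2 ratios of -0.23 and -0.12.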

When the changes in expression levels of the 30 most significant marker genes for the ncMonos were analyzed during leukemia progression, in many cases, the upregulated genes in the leukemic mice showed a progressive increase during the course of the disease (Figure 4D). Feature map views of expression levels for selected genes superimposed on the UMAP plots clearly define their cluster-specific expression patterns (Figure 4E). The specific or predominant expression of indicated genes in the cMono (cluster 6) or ncMono (cluster 1) are further confirmed by violin plots displaying gene expression levels throughout the entire spectrum of cell clusters in the PB leukocytes (Figure 4F). 

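Levels were compared over the 8 named classes that had at least 50 cells, or the 7 that did in the naive library. At D14 Pparg was highest in ncMono-like cells and next in cMono-like cells, at 13.1 CPM. Cd300e reached 373 CPM in ncMono-like cells at D14 and 4.02 CPM in the next class. The level of Cd300ld there was 345 CPM, with 29.4 CPM in neutrophil-like cells, the next class. F13a1, Ly6c2, Ccr2 and Fn1 were highest in cMono-like cells in each library. The next class for Ccr2 was NK-like in the naive library, at 312 CPM against 1044 CPM in cMono-like cells. At D14 the next class for these 4 genes was T-like, which at that day held 770 CPM of F13a1 and 343 CPM of Fn1 over 111 cells.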

Noticeably, some macrophage marker genes also show an exclusive or predominant expression in the ncMono, including *Adgre1*, *Adgre4*, *Cd9*, *Pparg*, and *Fcgr4*, which indicates a macrophage identity. Therefore, scRNA-Seq data also confirmed the presence of leukemia-induced ncMono/macrophages in our SCLL model.

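Adgre1 (F4/80, ENSMUSG00000004730, chromosome 17 from 57358691 to 57483527) was highest in ncMono-like cells in each library, at 249, 357 and 433 CPM for naive, D11 and D14, and next in cMono-like cells, at 115, 142 and 126 CPM. Adgre4 (ENSMUSG00000032915) was likewise next in cMono-like cells, at 309, 261 and 294 CPM. Fcgr4 was next in neutrophil-like cells, at 111, 115 and 105 CPM. Cd9 (ENSMUSG00000030342) was at 323, 525 and 487 CPM in ncMono-like cells and at 462, 544 and 466 CPM in neutrophil-like cells, which were the highest class in the naive library and at D11. Over cMono-like cells Cd9 had a log2 ratio of 3.23 [3.00 to 3.47] at D14. From the exclusive or predominant expression of these genes in the ncMonos, the paper proposes a macrophage identity for the ncMonos, and concludes that leukemia-induced ncMono/macrophages were present.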

### 3.5. Leukemia-Induced Macrophage-like ncMonos Undergo Global Transcriptional Reprogramming

scRNA-Seq provides an opportunity to define transcriptional reprogramming in different subpopulations of monocytes in response to the presence of leukemia by comparing the same populations at different stages of leukemia. 

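Changes across genes in ncMono-like cells were summarised as the median absolute log2 ratio over the naive library, for the 3650 genes with a mean of at least 50 CPM. Each sum was first thinned to the 947000 UMIs of the smallest, in 20 draws. At D11 the median was 0.267, from 0.263 to 0.273 over the draws, and the 95th percentile, a measure chosen after the medians were seen, was 0.828. Thinned to 378800 UMIs, the size that 0.5 of the cells, drawn at random, could reach, the D11 median was 0.31, against 0.222, 0.209 and 0.188 between the random parts of the naive, D11 and D14 ncMono-like cells. A minimum of 20 CPM moved the median at D11 most among the settings fixed in advance, to 0.293. TMM factors shifted the median of all genes in ncMono-like cells by 0.116 log2 at D11 and 0.184 log2 at D14 relative to CPM.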

To investigate ncMono-specific gene expression changes during leukemia progression, we created volcano plots which show an emerging trend of transcriptional reprogramming in the early development of leukemia at D11, compared with the naive mice (Figure 5A). These changes become more extensive and pronounced at D14, with more genes showing larger and more significant changes in expression levels (Figure 5B). These genes, therefore, appear to be responding to the presence of the leukemic cells, which is further emphasized in the heatmap in Figure 5C, showing the 29 significant and continuous up- or downregulated genes in leukemia-bearing mice compared with naive mice. 

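At D14 the median absolute log2 ratio over naive in ncMono-like cells was again 0.267, from 0.259 to 0.273 over the draws at the same thinned total. The 95th percentile was 1.02, from 1.00 to 1.04. With 120 cells drawn from each library, the 95th percentile was 0.976 at D11 and 1.14 at D14, and the median was 0.313 and 0.317. Under TMM factors the median was 0.261 at D11 and 0.302 at D14. It was higher at D14 than at D11 in 7 of the 12 other settings fixed in advance.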

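Genes were named by a rule fixed in advance, as those with the largest rise or fall in CPM from naive to D14 that had moved the same way by D11, among genes with at least 100 CPM. The 5 that rose most in ncMono-like cells were Hspa1b, Hba-a1, Hspa1a, Hba-a2 and Hbb-bs. The 3 hemoglobin genes among them had log2 ratios of 6.45, 5.84 and 5.68, and 95.4% of the hemoglobin UMIs of ncMono-like cells at D14 lay in 31 of the 624 cells. The genes that fell most were Ccr2, Serpinb2, Ank2, Apoe and Ifi27l2a, a marker used to name the cMono-like cluster. Serpinb2 (ENSMUSG00000062345, chromosome 1 from 107511423 to 107535478) had a log2 ratio of -1.65 [-2.03 to -1.27] at D11 and -3.09 [-3.43 to -2.75] at D14. Ank2 (ENSMUSG00000032826) had ratios of -1.08 [-1.43 to -0.74] and -2.95 [-3.29 to -2.60]. Pecam1 (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628) rose from 258 to 616 and 1395 CPM, a log2 ratio at D14 of 2.44 [2.25 to 2.63]. B-like cells at D14 held Pecam1 too, at 639 CPM.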

While most genes showed quantitative changes in expression levels, heat shock proteins *Hsp1a* and *1b* (encoding HSP70A, B) compared with that of naive mice (Figure 5D). 

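Hspa1a (ENSMUSG00000091971, chromosome 17 from 34969190 to 34972156) had 5 UMIs in naive ncMono-like cells, 236 at D11 and 3212 at D14, or 5.28, 142 and 512 CPM. Its log2 ratio over naive was 4.75 [3.51 to 6.39] at D11 and 6.60 [5.38 to 8.22] at D14. Hspa1b (ENSMUSG00000090877, chromosome 17 from 34956436 to 34959238), whose sequence is close to that of Hspa1a so that reads could be split between the genes, had 7.39, 197 and 709 CPM and a log2 ratio of 6.58 [5.54 to 7.90] at D14. Hspa1a UMIs were found in 4.17% of naive, 38.8% of D11 and 63.6% of D14 ncMono-like cells. After each cell was thinned to 1000 UMIs, the shares were 0.833%, 12.8% and 32.9% [29.2 to 36.7], with 3 shallower D14 cells left out. B-like cells held Hspa1a UMIs in 0.245%, 2.22% and 18.0% of cells, and in 0.247%, 0.325% and 8.16% [2.27 to 19.6] after thinning, with 3, 8 and 1 shallower cells left out. Median UMIs of B-like cells were 5920.5, 5414.5 and 6310. The sum of both genes also rose in each of the other leukocyte classes compared, from a log2 ratio at D14 of 3.64 [3.20 to 4.11] in neutrophil-like cells to 7.15 [6.53 to 7.84] in T-like cells, which at D14 also held monocyte transcripts.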

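In cMono-like cells the median absolute log2 ratio over naive was 0.212 at D11 and 0.285 at D14, over 3503 genes and at the thinned total used for ncMono-like cells. The 95th percentiles were 0.705 and 1.03. Between random parts of 0.5 of the cMono-like cells, at 378800 UMIs, the medians were 0.21, 0.202 and 0.209, against 0.261 and 0.334 between libraries at that depth. D14 lay farther from naive than D11 in all 12 other settings fixed in advance. By the same naming rule, the genes that rose most were Hspa1b, Wfdc21, Saa3, Hspa1a and Lcn2, and those that fell most were H2-Ab1, H2-Eb1, H2-Aa, Cd74 and Apoe. Saa3 (ENSMUSG00000040026) had a log2 ratio at D14 of 5.04 [4.10 to 6.18]. Wfdc21 and Lcn2 had ratios of 5.00 [4.27 to 5.85] and 4.29 [3.77 to 4.86], and neutrophil-like cells at D14 held 3400 and 5376 CPM of these transcripts. H2-Ab1 (ENSMUSG00000073421, chromosome 17 from 34257689 to 34269419) had a ratio of -5.53 [-6.27 to -4.87], and its UMIs lay in 28 of the 182 naive cMono-like cells.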

In the cMono cluster, there were fewer genes showing expression level changes, with only 10 upregulated genes and 5 downregulated genes (Supplementary Figure S2). While the two subgroups of monocytes were defined based on differential expression profiles, some genes identified in ncMono showed similar patterns of expression changes seen in cMono during leukemia progression (Figure 5E). For example, *Hspa1a* and *Hspa1b* are upregulated, while *Ccr2* and *Apoe* are downregulated in both the ncMono and cMono.

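In cMono-like cells, Hspa1a had a log2 ratio over naive of 2.72 [2.15 to 3.35] at D11 and 4.39 [3.84 to 5.00] at D14, and Hspa1b one of 3.82 [2.99 to 4.79] and 5.44. Both genes also rose in B-like, T-like, NK-like and neutrophil-like cells. Ccr2 fell in ncMono-like cells from 120 to 49.4 and 7.17 CPM, with log2 ratios of -1.29 [-1.71 to -0.86] and -4.07 [-4.60 to -3.56]. In cMono-like cells its ratios were -0.37 [-0.44 to -0.29] and -0.85 [-0.94 to -0.76]. Apoe (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188) fell in ncMono-like cells from 2090 to 650 and 395 CPM, a ratio at D14 of -2.40 [-2.49 to -2.32]. In cMono-like cells Apoe fell from 1821 to 659 and 206 CPM, a ratio at D14 of -3.15 [-3.27 to -3.02]. Ccr2 and Apoe kept these directions under each alternative.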

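Lists of pathway genes were written by hand before any value was seen, since the sets behind the AUCell scores were not used here, and membership may differ from those sets. In ncMono-like cells, 9 of 12 Keap1-Nrf2 genes had at least 5 CPM, and their median log2 ratio over naive was 0.64 at D11 and 0.93 at D14, above all 10000 random lists matched on size and expression at both days. Of the 9 genes, 8 were higher than in the naive library. For triacylglyceride synthesis, 13 of 19 genes had a median of -0.04 at D11 and 0.25 at D14, above 55.9% and 96.7% of random lists. The D11 median was above 0 under TMM factors, at 0.08, and under CPM without ribosomal, mitochondrial and hemoglobin genes, at 0.02. It was also above 0 with at least 500 genes and at most 5% mitochondrial UMIs, and with doublets kept. The same held with the reported genes kept, libraries clustered separately and the mean of per-cell CPM. Fatty acid oxidation, with 15 of 16 genes, had medians of 0.12 and 0.11, above 87.9% and 81.6% of random lists. Too few genes of arachidonate epoxygenases and epoxide hydrolase passed the minimum to give a median.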

AUCell analysis, which defines the activities of different molecular pathways within the cell clusters, again revealed transcriptional reprogramming in ncMonos (Figure 5F), where pathways, such as Arachidonate Epoxygenase Epoxide Hydrolase (anti-inflammatory effect through Nfkb [23]), Keap1-Nrf2, and Triacylglyceride Synthesis (involved in redox, metabolism reprogramming [24], and microenvironment remodeling [25]), showed progressive enrichment during leukemogenesis. Pathways involved in inflammatory responses, such as the TYROPB causal network in microglia and circulating monocytes and cardiac macrophages, were progressively downregulated (Figure 5F). 

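A list of 11 genes written by hand for circulating monocytes and cardiac macrophages had 7 members above the minimum in ncMono-like cells. Their median log2 ratio over naive was 0.52 at D11, above 99.3% of random lists, and -0.31 at D14, above 6.80% of them. At D11 4 of the 7 were higher and at D14 3 were. The D11 median was -0.09 when only cells with at least 500 genes and at most 5% mitochondrial UMIs were kept, and 0.06 with doublets kept. No list was written for the TYROBP network in microglia.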

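In cMono-like cells the hand-written Keap1-Nrf2 list had a median log2 ratio over naive of 0.29 at D11 and 0.45 at D14, above 98.9% and 99.3% of random lists, with 6 of its 9 genes higher at each day. The list for triacylglyceride synthesis had medians of -0.17 and 0.15, above 11.4% and 80.2%. The list for fatty acid oxidation had 0.20 and 0.24, above 97.6% and 94.3%. The median of the circulating monocyte list was -0.70 at D14, above 0.02% of random lists, and -0.04 at D11, where TMM factors gave 0.01.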

When the same analysis was performed on the cMonos (Supplementary Figure S3), while there were some discrete pathway changes compared with ncMonos, several upregulated pathways were shared between the two clusters, such as the epoxegenase, Keap1-Nrf2, triglyceride synthesis, and fatty acid oxidation, and the monocytes in diastolic dysfunction were downregulated in both groups (Supplementary Figure S3).

### 3.6. Trajectory Analysis Reveals a Transition from cMono to Macrophage-like ncMono

To understand the development of monocytes in the PB during leukemogenesis, we performed a trajectory analysis, which seeks to order cells along a pseudo-time based on their gene expression profiles. In the typical UMAP analysis, discrete clusters for the cMono and ncMono were connected by a small bridge (Figure 6A, left). 

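Monocyte-like cells of the 3 libraries were ordered by diffusion pseudotime from the cMono-like cell farthest from the ncMono-like cells, leaving out the genes reported for the trajectory. The cells were divided into 5 equal steps of the order. The first step held 309 cMono-like cells, the second 286 cMono-like and 22 ncMono-like cells, the third 14 and 294, and the last pair only ncMono-like cells. The last step held 15 naive, 26 D11 and 267 D14 cells, so a change along the pooled order is in part a change between libraries, and values within each library are given beside it.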

Since ncMonos are induced during leukemia progression, it has been suggested that cMonos give rise to ncMonos [26,27]; the cMonos are assigned as the initiation point for the trajectory analysis. At a branch point within this group, the differentiation continuum reaches across the bridge through four different statuses of ncMonos, terminating in the final subgroup at the most distal end (Figure 6A, right). The expression pattern of potential modulatory genes associated with this transition is shown in Figure 6B, which defines six different dynamic expression patterns. Groups 1 and 6 highlight genes showing a progressively increased expression as differentiation proceeds. The majority of genes, however, show progressive downregulation (groups 2, 3, and 5) at different levels. The genes shown in group 4 show a transient activation during differentiation. The activation of expression (on a logscale) is shown in more detail in Figure 6C, where genes such as *Pparg*, *Pecam1*, and *Dusp16* become progressively more activated through the continuum. 

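Over the 5 steps of pseudotime, Pparg had 8.24, 42.1, 478, 758 and 830 CPM. Within the libraries it went from 1.57 CPM in the first to 919 CPM in the last step in naive mice, from 7.39 to 1530 CPM at D11 and from 10.6 to 783 CPM at D14, with the naive maximum of 1032 CPM at the fourth step. Pecam1 had 23.4, 18.1, 552, 1142 and 1662 CPM, and in its last step 346 CPM in the naive, 1405 CPM in the D11 and 1716 CPM in the D14 library. Dusp16 had 24.1, 47.5, 845, 1281 and 1569 CPM and rose at every step in each library. With doublets kept, Pparg and Dusp16 were highest at the fourth step, and the last step then held 36 cMono-like beside 287 ncMono-like cells.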

Other genes such as *Ccr2*, *Ly6c2*, and *Fn1* are inactivated. 

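Along the same steps Ccr2 had 803 [779 to 827], 742, 76.6, 21.5 and 7.24 [4.59 to 10.9] CPM. Ly6c2 had 835, 756, 48.3 and 3.94 CPM in the first 4 steps and 2 UMIs in the last, or 0.63 [0.08 to 2.27] CPM. Fn1 (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200) had 1671, 790, 45.8, 28.3 and 16.7 CPM. Doublets kept in the order moved the last step of Ccr2 most, to 132 CPM, a step that then held 36 cMono-like cells.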

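Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850) had 9, 15, 34, 7 and 10 UMIs in the 5 steps, or 1.72, 3.83, 12.2 [8.43 to 17.0], 2.51 and 3.15 CPM. Cxcr2 (ENSMUSG00000026180, chromosome 1 from 74153989 to 74161246) had 15, 50, 97, 19 and 12 UMIs, or 2.87, 12.8, 34.7 [28.2 to 42.4], 6.80 and 3.78 CPM. Of the UMIs of both genes at the third step, 112 of 131 lay in 13 cells, 12 of them naive, and those cells also carried neutrophil transcripts. Without the naive library the third step of Cxcr2 held 12.3 CPM at D11 and 7.35 CPM at D14, where the second step held 11.9 CPM. With doublets kept, both genes were highest at the last step, at 33.6 and 88.0 CPM, where 36 of 323 cells were cMono-like. Txn1 (ENSMUSG00000028367, chromosome 4 from 57943373 to 57956411) had 501, 316, 634, 722 and 883 CPM over the pooled steps. Within the libraries it fell from 333 to 95.4 CPM in naive mice, was highest at the fourth step at D11, with 467 CPM and then 365 CPM, and was highest at the third step at D14, with 984 CPM and then 889 and 939 CPM.

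**Figure D2:**
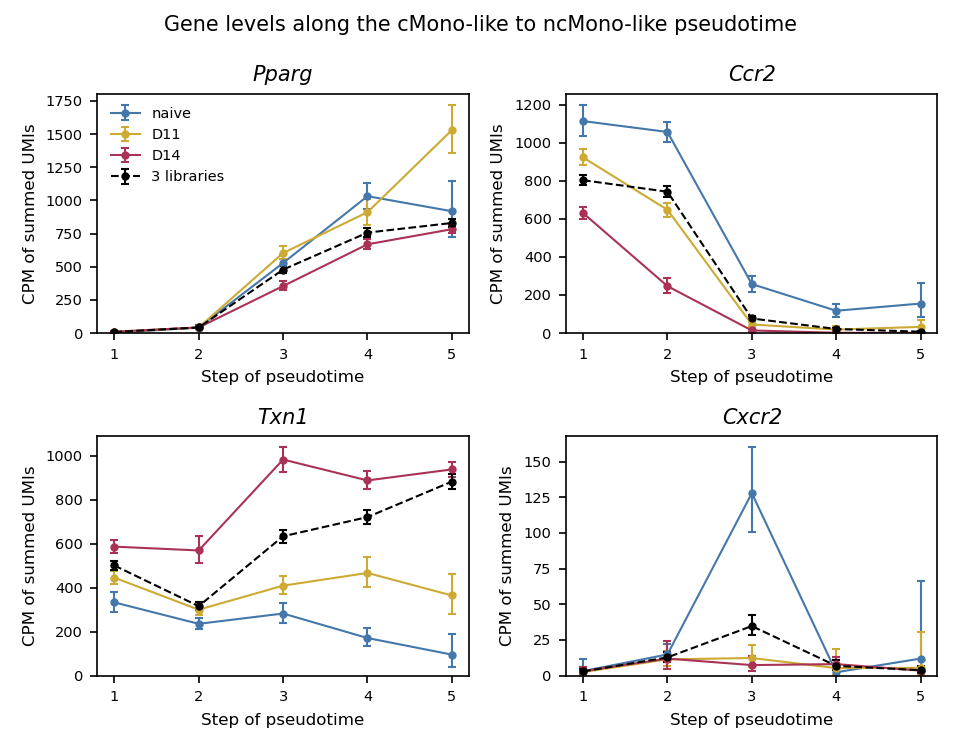
CPM of Pparg, Ccr2, Txn1 and Cxcr2 (vertical axes) in 5 equal steps of pseudotime from cMono-like to ncMono-like cells (horizontal axes), for the naive, D11 and D14 libraries and for the 3 together, with exact 95% Poisson intervals, which cover counting error only. The Cxcr2 level of the naive library at the third step, 128 CPM, stands above the other points, and Txn1 differs more between libraries than along the steps.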

There is also a subgroup of genes (e.g., *Mmp9*, *Cxcr2*, and *Txn1*) which are transiently activated during the progression and then inactivated. 

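Adgre1 had 145, 112, 244, 418 and 526 CPM over the 5 steps. Within the libraries its first and last steps were 134 and 441 CPM in naive mice, 164 and 594 CPM at D11, and 132 and 524 CPM at D14. Nr4a1 (ENSMUSG00000023034, chromosome 15 from 101254269 to 101274795) had 96.2, 155, 467, 513 and 541 CPM. It went from 44.0 to 334 CPM in naive mice, with its maximum of 411 CPM at the third step, from 75.4 to 501 CPM at D11 and from 126 to 550 CPM at D14, where the fourth step had 557 CPM.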

Importantly, the transition from cMonos to ncMonos shows the progressive upregulation of macrophage and ncMono markers *Adgre1* (F4/80), *Pparg*, and *Nr4a1*, demonstrating that these cells give rise to the macrophages seen in the PB of the leukemic mice (Supplementary Figure S4).

### 3.7. Targeting Leukemia-Induced Macrophages Can Impair Immunosuppression and Improve Survival

CSF1R (CD115) plays a critical role in the growth and differentiation of macrophages [28]. 

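Csf1r (CD115, ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149) had 574, 686 and 795 CPM in ncMono-like cells of the naive, D11 and D14 libraries, with log2 ratios over naive of 0.26 [0.11 to 0.41] and 0.47 [0.34 to 0.60]. In cMono-like cells it had 303, 277 and 273 CPM. The log2 ratio of ncMono-like over cMono-like cells was 0.92 [0.76 to 1.09], 1.31 [1.19 to 1.43] and 1.55 [1.44 to 1.65]. TMM factors moved the ratio at D14 over naive most, to 0.65. Csf1r UMIs were found in 94.2%, 96.3% and 98.2% of ncMono-like cells, and in 35.8% [27.3 to 45.1], 45.2% [38.0 to 52.6] and 53.8% [49.8 to 57.8] after thinning to 1000 UMIs per cell, with 0, 0 and 3 shallower cells left out. Among B-like cells, with median depths of 5920.5, 5414.5 and 6310 UMIs against 7602.5, 7900 and 9281, the shares were 0.98%, 1.27% and 0%, and 0.247%, 0% and 0% after thinning, with 3, 8 and 1 shallower cells left out. After thinning, the interval of the 0 among 49 B-like cells at D14 reached 7.25%.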

As shown in the feature plots in Figure 7A, *Csfr1* is highly expressed in the ncMono population and shows a continuous increase during leukemia progression. These observations are confirmed by the violin plots in Figure 7B. Flow cytometric analysis of the GFP-negative cells shows an increase in CD115+ cells in the PB of leukemic mice and an increased fluorescence intensity in these cells during leukemia progression (Figure 7C, Supplementary Figure S5). Flow cytometric analysis (Figure 7D) further demonstrates that *Csfr1* expression is exclusively expressed on the GFP− immune cells but not in the GFP+ cells (Figure 7E).We therefore used the GW2580 CSF1R inhibitor [29], which has been shown to suppress the survival, proliferation, differentiation, and function of macrophages, to determine whether the leukemia-induced immune suppressive macrophages have an effect on survival in vivo. When BBC2 leukemia cells were treated with GW2580 in vitro (Figure 7F), there was only a minor decrease in cell viability consistent with the low level of *Csfr1* expression in the leukemic cells. Leukemic mice (n = 5) were treated daily with 80 mg/kg GW2580 via i.p. injection starting from day 5 for 9 days. Following GW2580 treatment, there is a significant increase in survival in the drug-treated cohort compared with the vehicle-treated cohort (Figure 7G). This increased survival is associated with reduced levels of white blood cell counts and a significant decrease in both the spleen and liver weights (Figure 7H). Flow cytometry demonstrates that the presence of GFP+ leukemia cells was significantly reduced after treatment with GW2580 (Figure 7I,J). The gating of CD11b+F4/80+ cells from GFP−Ly6G− cells confirmed the efficient reduction in macrophages in the treatment group. Accompanied by macrophage depletion, there were significant increases in CD4+ and CD8+ T cells in the GW2580-treated mice, further confirming the macrophage-mediated suppression of immune effector cells. These data indicate a leukemia-promoting role for leukemia-induced macrophages in the animal model.

## 4. Discussion

Macrophages constitute a heterogeneous population of myeloid cells of the innate immune system and are involved in diverse processes in normal physiology as well as in pathological conditions, including cancer [30]. These macrophages are referred to as tumor-associated macrophages (TAMs), which are a subgroup of immune cells present in high numbers in the microenvironment of solid tumors and play important roles in tumorigenesis. The majority of studies involving TAMs, however, have focused on analyses in solid tumors, although there have been some studies describing macrophage function in the bone marrow of AML and ALL patients [31,32,33]. Of note, research to date has focused on tissue-resident or infiltrating macrophages in both solid tumors and leukemias. Most tissue-resident macrophages arise from embryonic precursors that are recruited to the tissues before birth and can be maintained locally, independently of circulating monocyte precursors. There is, however, a paucity of reports of circulating macrophages. Recent studies involving macrophages in leukemias were limited to their presence in the bone marrow and spleens of leukemic patients and mice [34], and their function in supporting the expansion of acute myeloid leukemia cell lines. Other studies [35] investigating the regulation of M1 macrophages focused on macrophage cell lines or bone marrow-derived macrophages in vitro. Here, we provide an in-depth profiling of leukemia-induced circulatory macrophages using both single-cell proteomic and transcriptomic technologies to define the leukemia-induced macrophages and demonstrate that macrophages are a major cell type in the peripheral circulation of leukemic mice. We have also identified potential master regulator genes potentially driving the transition of circulating monocytes into macrophages. These leukemia-induced, macrophage-like ncMonos do not express marker genes for cMonos, such as *Ccr2* and *Ly6c2* (Figure 1C) but express macrophage markers *Csf1r*, *Fcgr4*, *Adgre1* (F4/80), and *Adgre4* [36,37,38], as well as the *Nr4a1* and *Cx3cr1* markers for ncMonos [39,40,41,42].

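At D14, 22 UMI-positive ncMono-like cells carried Ccr2, or 3.53% of 624, against 40.0% of 120 naive ncMono-like cells, and 0.483% against 10.0% after thinning to 1000 UMIs. In B-like cells Ccr2 was found in 0.49% of 408 naive cells and in 0 of 50 D14 cells, and after thinning in 0% of both, with 3 and 1 shallower B-like cells and 3 D14 ncMono-like cells left out and at the same median depths as for Csf1r. Cx3cr1 (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879) was higher in ncMono-like than in cMono-like cells, with log2 ratios of 0.99 [0.79 to 1.19] in the naive library, 1.23 [1.06 to 1.40] at D11 and 1.52 [1.36 to 1.69] at D14. Its ncMono-like level was 419, 349 and 339 CPM. Nr4a1 had ratios over cMono-like cells of 2.12 [1.88 to 2.36], 1.98 [1.81 to 2.15] and 2.00 [1.85 to 2.15] and an ncMono-like level of 419, 465 and 532 CPM.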

Our previous studies demonstrated increased levels of MDSC during leukemia development [13]. MDSCs are a heterogeneous group of immune cells that play a critical role in immune suppression. The relationship between M-MDSCs and tumor-associated macrophages (TAMs) has been summarized previously [43], where M-MDSCs are defined as CD11b+Ly6C^Hi^Ly6G− in tumor conditions. M-MDSCs give rise to TAMs in the tumor microenvironment with the reduced expression of Ly6C but increased expression of F4/80 and CD115. As shown in Figure 3, almost all the M-MDSCs (R1, CD11b+Ly6C^Hi^Ly6G−) have activated F4/80 at day 14 and approximately one third of the cells in the R2 CD11b+Ly6C^Int^Ly6G− and R3 CD11b+Ly6C^Low^Ly6G− subgroups show activated macrophage markers. These observations support a transition of monocytes, including M-MDSCs, into macrophage-like ncMono during leukemia progression. While all the CD11b+Ly6G- monocytes contribute to the macrophage pool to different degrees, the majority (>60%) come from the CD11b+Ly6C^Low^ population. This observation is further confirmed by the scRNA-Seq data, where trajectory analysis predicts a transition from cMono to ncMono during leukemia progression, and these leukemia-induced ncMonos co-express macrophage markers (Figure 4). Our studies, therefore, demonstrate the presence of leukemia-induced circulatory macrophages and also provide evidence showing their differentiation from blood monocytes. It is anticipated that the identification of critical modulatory genes associated with this transition process will further enable studies of their development and role in leukemogenesis.

Macrophages are vital tissue components involved in organogenesis, maintaining homeostasis and responses to disease. In a tumor context, TAMs can be designated into two activation states, M1 and M2 [44], due to different polarization in response to various environmental stimuli. M1 macrophages are generally considered tumor-killing macrophages and promote immune responses. In contrast, M2 macrophages, which have a similar phenotype to TAMs, promote tumor growth, angiogenesis, invasion, and metastasis [30], as well as suppress the T-cell-mediated anti-tumor immune response [45]. In the SCLL mouse model, the high level of circulating macrophages is associated with immune suppression and leukemia promotion and therefore represents M2 macrophages. This conclusion is supported by the increased expression of *Erg2* in circulating macrophages, which is reported to be an M2 macrophage marker [46]. *Egr2* is a transcription factor induced by STAT6, IL-4, and IL-13, which regulates the IL-4-induced polarization of murine macrophages [46]. Intriguingly, these leukemia-induced macrophages also show the activation of IL4 and IL13, indicating potential positive feedback for M2 polarization. Also consistent with an M2 phenotype, genes related to immune suppression such as *Nos1*, *Nox1*, and *Cd274* are upregulated in these circulatory macrophages.

In a broader context, several other genetic changes seen in the circulatory macrophages in our SCLL model appear related to macrophage differentiation. For example, the aryl hydrocarbon receptor (*Ahr*) shows a reduced expression compared with naive controls. It has been reported that AHR activation promotes the differentiation and function of monocyte dendritic cells [47] and inhibits monocyte–macrophage differentiation [48,49]. We also observed the upregulation of *Pparg*, a nuclear receptor transcription factor involved in macrophage function and differentiation, which suppresses the inflammatory M1 state and promotes the M2 state of macrophages [50]. *Egr2* was critical for the expression of transcription factors *Cebpβ* and *Pparg* in M2 macrophages. Of the many functions of macrophages, they can also suppress the function of T cells through cell–cell contact. Upregulated genes in the ncMono/macrophage that modulate T-cell activation and function include *Cblb* and *Cd300e*, providing a coordinated suppression of T cells, as seen in leukemic mice. 

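Cblb (ENSMUSG00000022637, chromosome 16 from 52031225 to 52208048) had 815, 1138 and 1445 CPM in ncMono-like cells of the naive, D11 and D14 libraries, with log2 ratios over naive of 0.48 [0.36 to 0.60] and 0.83 [0.72 to 0.93]. Its ratio in cMono-like cells at D14 was 0.23 [0.07 to 0.39] and turned to -0.01 at a clustering resolution of 0.5. In ncMono-like cells Cd300e had log2 ratios over naive of 0.78 [0.57 to 1.00] at D11 and 0.54 [0.35 to 0.74] at D14.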

Importantly, our in vitro T-cell suppression assay revealed a remarkable suppression of T-cell proliferation by these leukemia-induced macrophages, and the depletion of these macrophages attenuates leukemia progression in a preclinical animal model. Since *Csfr1*, *F4/80*, *Cd274*, *Cd300e*, and *Pparg* expression is conserved in human macrophages and could be used to detect the presence of leukemia-promoting macrophages directly in leukemia patients.

Maturation from immature cells involves genetic reprogramming in response to triggers from extracellular signals and typically involves an exit from the cell cycle, accompanied by the inactivation of genes supporting cell growth. The transition from cMonos to ncMonos involves the inactivation of members of ribosomal protein families (Rpl and Rps). These proteins are highly expressed in proliferating cells as the demand for proteins increases [51]. 

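Of 79 cytosolic ribosomal protein genes, 77 had at least 5 CPM, and their median log2 ratio of ncMono-like over cMono-like cells was -1.03 in the naive library, -0.72 at D11 and -1.04 at D14. The genes lower in ncMono-like cells numbered 77, 76 and 77 of 77. Ribosomal protein genes took 13.4%, 13.4% and 14.6% of cMono-like UMIs and 6.82%, 8.24% and 7.20% of ncMono-like UMIs. Along pseudotime their share was 14.7%, 12.6%, 8.90%, 6.91% and 6.17% of UMIs. Within ncMono-like cells the list had a median over naive of 0.43 at D11 and 0.15 at D14, and the latter was 0.33 under TMM factors and -0.08 with doublets kept.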

In fact, in subgroup 3 from the pseudo-time analysis, 70% of inactivated genes during ncMono maturation are members of these two families. Changes in gene expression are orchestrated by transcription factors. Silencing of the *CD135* (*Flt3*) gene, which is a receptor tyrosine kinase expressed on the surface of most hematopoietic cell precursors, is a key event during macrophage maturation in our SCLL model. In addition, transcription factors such as *Pau2f2* and signaling intermediates such as *Stk10*, *Ptprj*, and *Pik3ap1* are also upregulated in mature macrophages.

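Flt3 (CD135, ENSMUSG00000042817, chromosome 5 from 147330741 to 147400489) had 62, 136 and 35 UMIs in cMono-like cells of the naive, D11 and D14 libraries, or 27.2, 36.2 and 11.7 CPM. In ncMono-like cells it had 0 UMIs in the naive and D11 libraries and 3 at D14. It was at least 8.59-fold lower in ncMono-like than in cMono-like cells in the naive library and at least 20.1-fold lower at D11, and its log2 ratio at D14 was -4.62 [-6.96 to -2.95]. Over the steps of pseudotime it had 165, 68, 0, 0 and 3 UMIs.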

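Each of these genes was higher in ncMono-like than in cMono-like cells in each library. At D14 the log2 ratio was 2.31 [2.21 to 2.41] for Pou2f2, 1.55 [1.47 to 1.64] for Stk10 (ENSMUSG00000020272), 1.56 [1.49 to 1.63] for Ptprj (ENSMUSG00000025314) and 3.35 [3.14 to 3.57] for Pik3ap1 (ENSMUSG00000025017). Within ncMono-like cells the ratios of D14 over naive were -0.04 [-0.12 to 0.04] for Pou2f2, -0.41 [-0.49 to -0.33] for Stk10, 0.02 [-0.05 to 0.10] for Ptprj and -0.14 [-0.26 to -0.02] for Pik3ap1. The last was 0.05 under TMM factors, where Pou2f2 had 0.14. Pou2f2 was also held by B-like cells.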

In summary, we have demonstrated high levels of previously unappreciated circulating macrophages in the peripheral circulation during FGFR1-driven leukemogenesis. These macrophages are derived from monocytes regardless of their expression levels of Ly6C but are predominantly from the Ly6C^low^ non-classical monocyte population. RNA expression profiling and T-cell suppression assays confirmed an immune suppressive role for these leukemia-induced macrophages. Genetic reprogramming during differentiation from classical to non-classical monocytes and macrophages has been demonstrated, and specific genes related to this continuum have been defined including the upregulation of *Csf1r*. With pharmacological targeting of the CSF1R, the macrophage-specific protein leads to improved survival and reduced levels of both tumor-promoting macrophages and leukemic cells in the mouse leukemia model, highlighting the value of targeting the immune suppressive microenvironment.

## Figures and Tables

**Figure 1:**
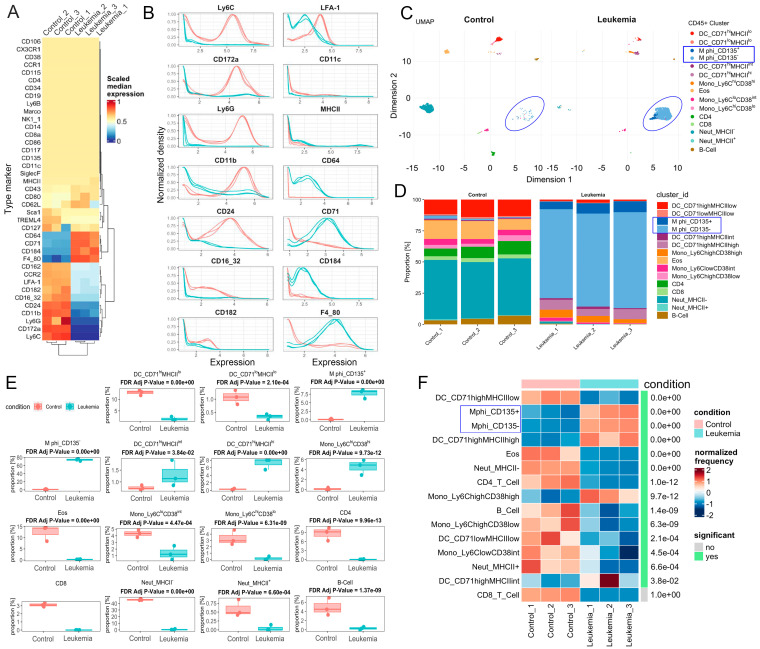
CyTOF identifies leukemia-induced macrophages in the peripheral circulation in SCLL model. Heat map (**A**) of the relative expression levels of 39 CyTOF markers in bulk, frozen peripheral blood (PB) samples from three individual naive mice and three leukemia bearing mice. Differential expression in the two cohorts identifies surface markers that are significantly upregulated and downregulated in leukemic mice compared with naive mice. The scaled expression levels of the most highly dysregulated individual markers from the 3 individual mice in naive control (red traces) and leukemic (blue traces) mice are shown in (**B**). Using the UMAP algorithm, the individual cells are categorized into fifteen clusters based on their composite surface protein expression pattern, where the CD135− macrophage cell population (circled) dominates the PB from the leukemic mice (**C**). The identities of the cells in the fifteen individual clusters were annotated based on the individual expression profiles. The proportions for different clusters in each of the three different mice from naive mice (**left**) and leukemic mice (**right**) were plotted in stacked bar graphs (**D**), revealing consistent differences in individual cell types. When this data is compiled into box plot comparisons (**E**), the significances in changes in different clusters are displayed. The normalized frequencies for these clusters are plotted in the heatmap (**F**). There are significant changes between control and leukemic mice for all cell types, except CD8+ T cells. The blue circles and boxes highlight the predominant macrophages identified in the peripheral circulation of leukemic mice.

**Figure 2:**
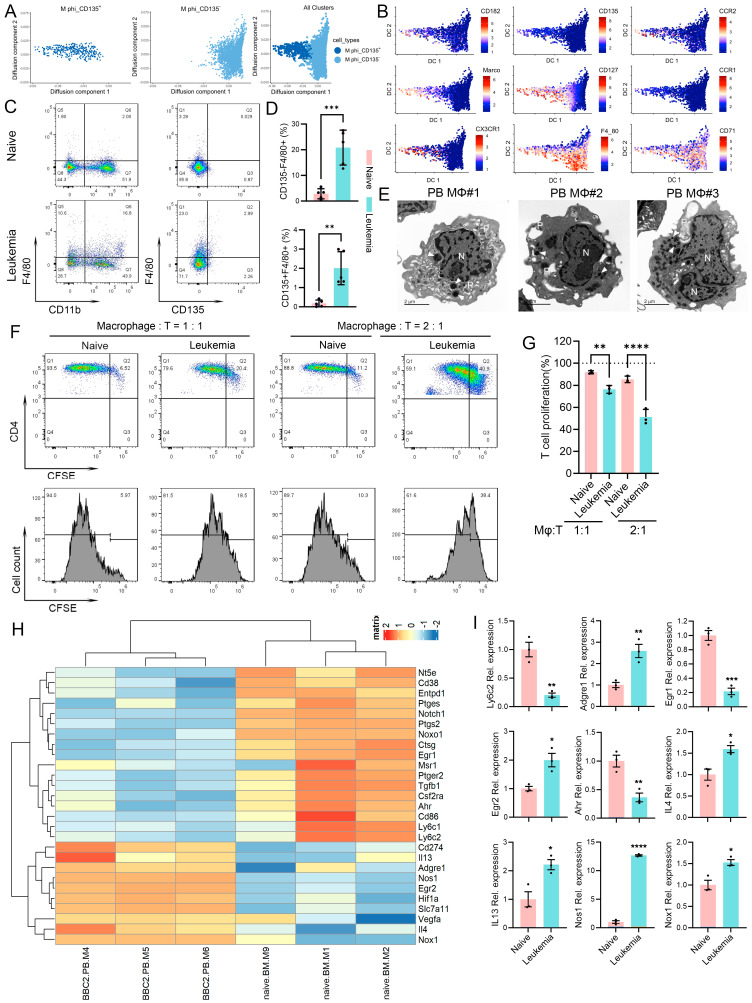
Leukemia-induced circulating macrophages perform an immune suppression function. Diffusion maps (**A**) define the CD135+ (**left**) and CD135− (**center**) macrophage clusters, which, when combined (**right**), demonstrate a contiguous, branching profile. Expression levels for individual genes within the diffusion map demonstrate specific, high-level expression of indicated genes in the CD135+ macrophages but decreased expression in the CD135− population (**B**). Flow cytometry shows increased levels of both the CD135− and CD135+ macrophages in the PB of leukemic mice compared with naive mice (**C**). Quantitation of indicated macrophages (**D**) in leukemic mice compared with naive mice (*n* = 3) are shown in (**D**). The identity of F4/80+ macrophages was confirmed using electron microscopy (**E**) demonstrating large nuclei (N), phagosomes (P), and lysosomes (arrows). T cells (CD4+) were co-cultured with macrophages (MΦ) from naive mice mixed at a 1:1 ratio, showing high levels of proliferation (91.94%). When CD4+ T cells were cultured with macrophages derived from leukemic mice and mixed at the same ratio, T cell levels were reduced to 76.4%. When T cells were mixed with macrophages at a 1:2 ratio, T-cell proliferation activity was further reduced to 51.27% (**F**,**G**). A heatmap plot comparing the expression levels from RNA-Seq data for selected immune suppression-related genes between control macrophage from naive mice and circulatory macrophages from leukemic mice (**H**). qRT-PCR detection of the expression levels of indicated genes between macrophages from naive and leukemia mice (**I**). * *p* < 0.05, ** *p*< 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

**Figure 3:**
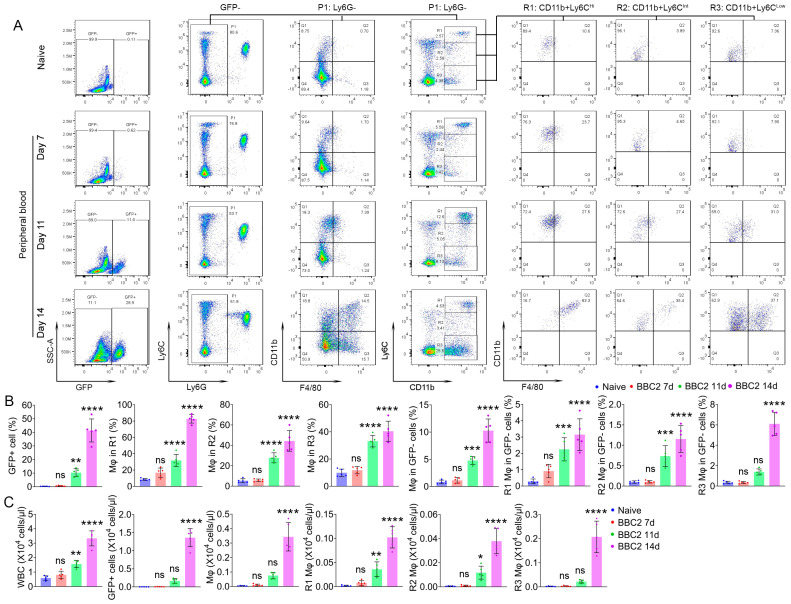
Leukemia-induced reprogramming of monocytes into macrophages in SCLL model. Flow cytometric analysis (**A**) of GFP-expressing leukemic cells shows a progressive increase over the 14-day time course. Gating on the GFP−Ly6G− cells shows increased levels of the CD11b+F4/80+ macrophages in the peripheral blood samples during leukemia progression. CD11b+ myeloid cells in the GFP-Ly6G- population were further sub-grouped into Ly6C^Hi^ (M-MDSC), Ly6C^Int^, and Ly6C^Low^ cells. In all three clusters, there is a continuously increased presence of CD11b+F4/80+ macrophages during leukemia progression, with the highest purity in the Ly6C^Hi^ (M-MDSC). The relative percentages of indicated cells against the specific clusters or total GFP− cells are shown in (**B**), and cell counts of indicated cells are shown in (**C**). Hi, high; Int, intermediate. * *p* < 0.05, ** *p*< 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

**Figure 4:**
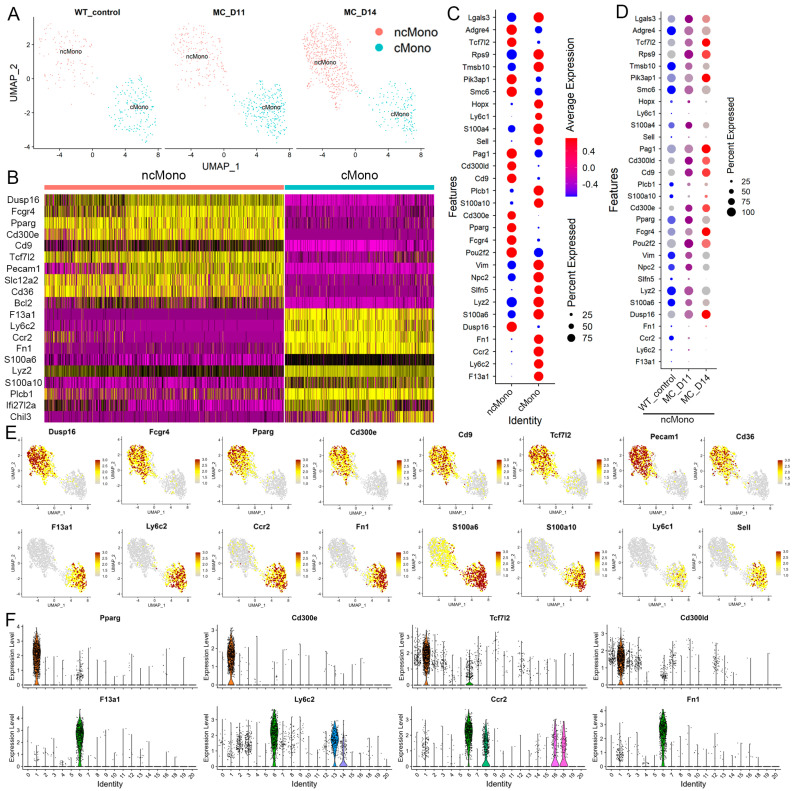
Molecular characterization of leukemia-induced macrophages. The UMAP plot of cMonos and ncMonos shows discrete clusters that are consistent between PB samples from naive and leukemic mice at day 11 and day 14 post-leukemia cell inoculation, showing a dramatic increase in levels of ncMonos (**A**). The 10 most significant genes identified in cMono and ncMono from an analysis of the monocytes from all samples are shown in the heatmap in (**B**) clearly defining the two different populations of monocytes. A dot plot of the expression of the 30 most significant marker genes from ncMonos is shown in (**C**). When the expression levels of the same 30 genes are compared in ncMonos during disease progression, continuous changes in expression are seen for most genes (**D**). Feature plots (**E**) clearly show the exclusive expression of representative genes in the two different monocyte clusters. Violin plots (**F**) across the entire cluster spectrum from PB show the specific expression in ncMonos (cluster 1, above) and cMonos (cluster 6, below) for representative genes.

**Figure 5:**
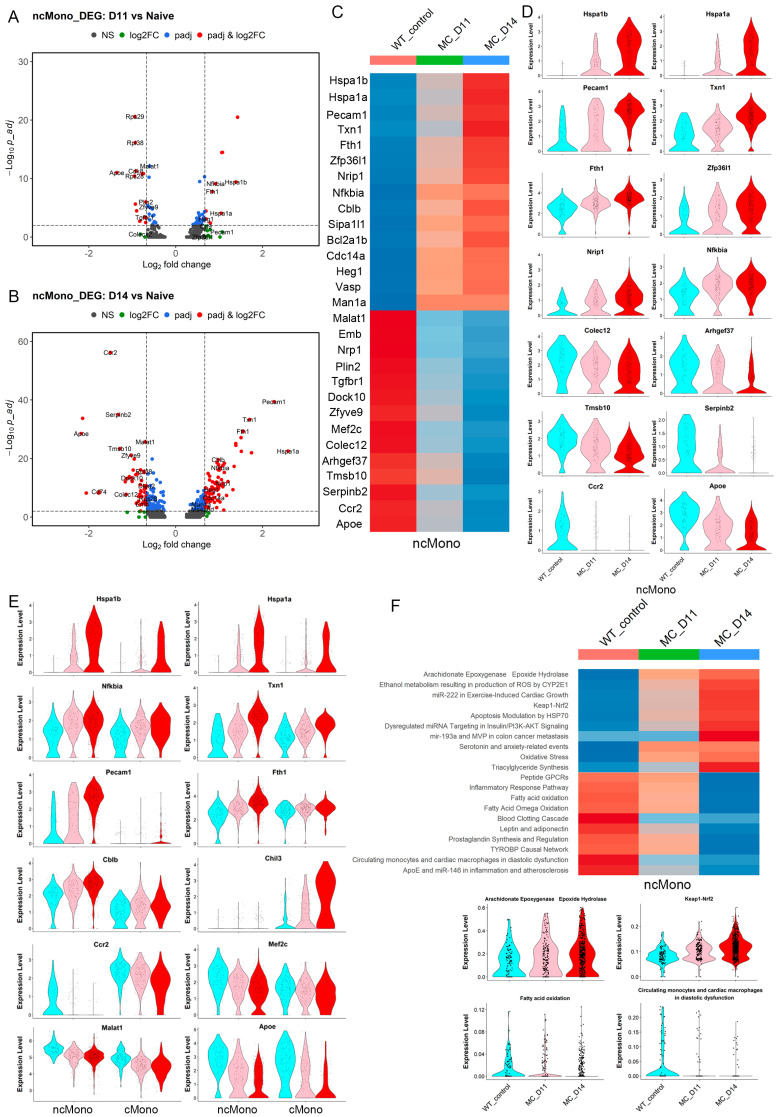
Transcriptional reprogramming in leukemia-induced macrophages during leukemia progression. Volcano plots show the differentially expressed genes (DEGs) in ncMonos at D11 (**A**) and D14 (**B**) compared with naive counterparts, with more DEGs identified in late leukemogenesis. A heatmap plot showing the continuous increase or decrease in the 30 most significant DEGs identified in ncMono (**C**). These expression patterns for the most highly upregulated and downregulated genes are shown in the violin plots in (**D**). A comparison of expression levels of indicated genes between ncMonos and cMonos (**E**) shows similar expression patterns between the two subgroups. A heatmap plot shows the 10 most highly upregulated and downregulated Wikipathways in the ncMonos during leukemia progression ((**F**), above), which are confirmed in the violin plots for selected pathways ((**F**), below).

**Figure 6:**
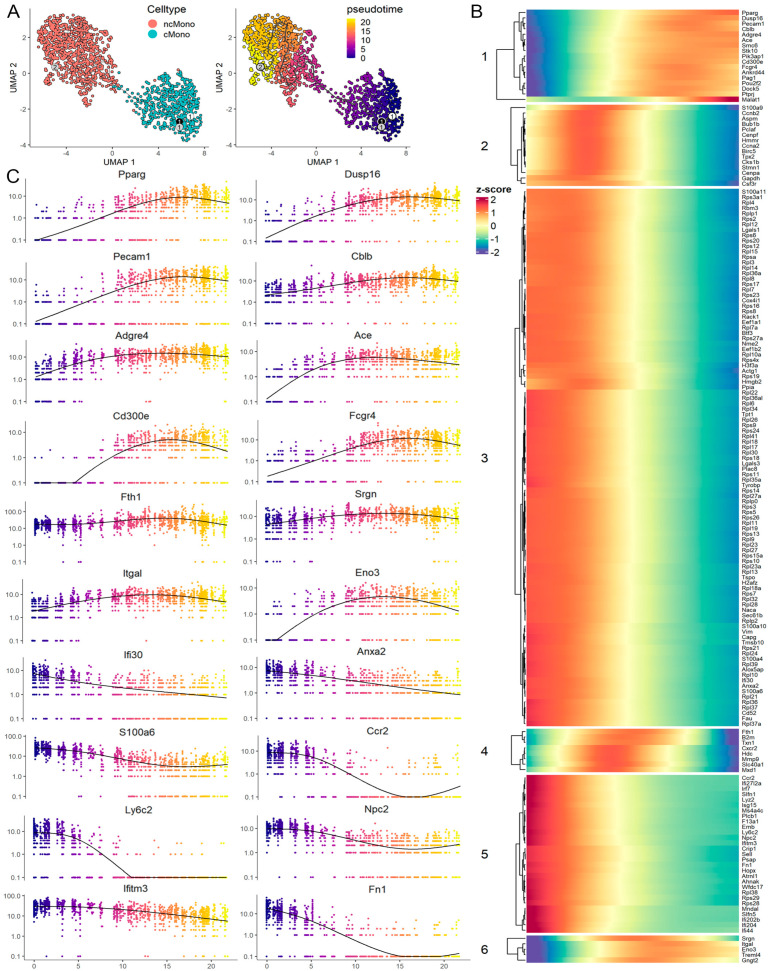
Trajectory analysis of the potential transition path of leukemia-induced macrophages. UMAP plots of the 2 monocytes clusters ((**A**), left) show discrete clusters with a small bridge between them. Pseudo-time analysis ((**A**), right) shows the differentiation path from cMonos through the bridge to the ncMonos. The identified module genes accompanying these transitions are shown in the heat maps in (**B**), with identification of 6 subgroups depending on the pattern of gene expression changes. Analysis of the expression level of specific genes in individual cells using RSS are presented in (**C**), with the color coding defining the timing of expression across the pseudo-time continuum.

**Figure 7:**
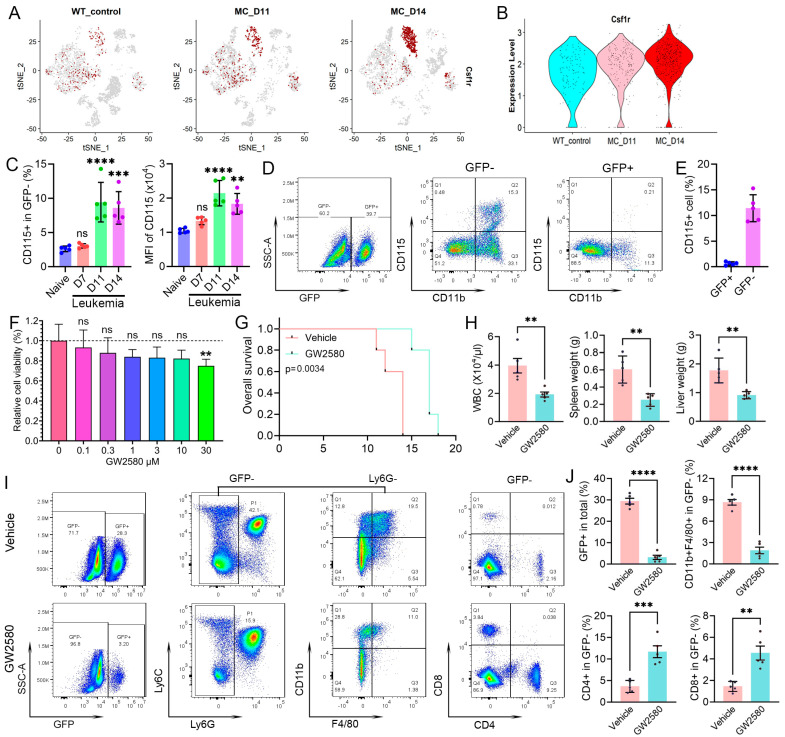
Leukemia-induced macrophages contribute to leukemia progression in a mouse model. Feature plots for *Csf1r* during leukemogenesis are shown in (**A**) and expression levels for *Csf1r* are shown in the violin plots in (**B**). The increased percentages of CD115+ cells in the peripheral circulation and increased levels of CD115 expression were confirmed by flow cytometry (**C**). Flow cytometry demonstrates that the GFP+ leukemia cells in vivo do not express CD115 (**D**), as quantified in (**E**). Treatment of BBC2 leukemic cells with GW2580 at increasing concentrations (**F**) demonstrates limited reduction in cell viability only at high concentrations. When mice engrafted with leukemia cells were treated with the GW2580 CSF1R inhibitor, there was a significant increase in survival (**G**), which is associated with reduced levels of white blood cell counts and decreased spleen and liver weights (**H**). Flow cytometry analysis showed that the GW2580 treatment led to reduced CD11b+F4/80+ macrophages in the GFP-Ly6G- cell population, accompanied by a decrease in GFP+ leukemia cells and an increase in both CD4 and CD8 T cells in the peripheral blood (**I**,**J**). ** *p*< 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information Files). Further details can be obtained on request. Sequencing data is available in the GEO database, accession number GSE289082.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14191533/s1, Figure S1: Violin plots show the relative expression levels of the 39 CyTOF markers across the 15 different clusters; Figure S2: Volcano plots for genes expressed in c-Monos at D11 (A) and D14 (B) compared with naive mice show the increases in high-level gene expression during leukemia progression based on both *p*-value adjusted (*p*adj) and log_2_ fold changes. A comparison of the relative levels of expression of specific genes between naive and D11 and D14 leukemic mice (C). These expression changes for the most highly upregulated and downregulated genes are further defined in the violin plots shown in (D); Figure S3: Comparison of dysregulated pathways between nc-monos and c-monos during leukemia progression (A) displayed as violin plots for selected pathways (B); Figure S4: K means analysis of expression changes (on a log scale) for representative genes during the transition from cMonos to ncMonos; Figure S5: Flow cytometry data shows an increase in the CD115+CD11b+ cells in the GFP− population during leukemia progression. The expression levels of CD115 also increase during the same period; Table S1: The antibody list for CyTOF; and Table S2: Primer sequences used for real-time quantitative PCR (qRT-PCR) analysis. Table S3. Markers for the classical and non-classical monocytes.

How the deposited data were processed for this re-analysis (not part of the article)

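PB leukocytes of naive mice and of mice engrafted with BBC2 SCLL cells, taken at D11 and D14, were measured by scRNA-seq in 3 libraries, 1 per condition. The authors made 10x Genomics 3′ v3 libraries, ran Cell Ranger, and deposited its filtered matrices of raw counts, in which each value is the number of UMIs of a gene in a barcode. The paper's text names neither the genome build of the count tables nor the number of mice in each library. The feature tables list 32285 Ensembl identifiers, of which 32235 are in GENCODE vM21, and positions are those of its GRCm38 annotation. There are 38 symbols that name more than 1 identifier, and these were left out of the rule for named genes. The deposited counts hold no clusters or cell names.

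From the counts, barcodes with at least 200 genes and at most 10% mitochondrial UMIs were kept, which left 3811 naive, 4567 D11 and 4414 D14 barcodes. Fewer than 200 genes were found in 1064, 3407 and 3493 barcodes and over 10% mitochondrial UMIs in 763, 784 and 1980. Hemoglobin genes took 11.2%, 55.9% and 22.5% of all UMIs. Doublets were scored per library with Scrublet through scanpy 1.11.5, and the highest-scoring cells were removed at a rate of 0.8% per 1000 cells, which took out 116, 167 and 156 cells (3.04%, 3.66% and 3.53%). The cells kept had medians of 5850, 6225 and 6730.5 UMIs. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen with library as batch, and the 110 genes the paper reports and the ribosomal, mitochondrial and hemoglobin genes were left out of them. Clusters came from 30 principal components, 15 neighbours and the Leiden method at resolution 1 (leidenalg 0.10.2, igraph 0.11.9).

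Clusters were named from marker lists fixed in advance. A marker counted for a cluster when its mean was at least 4-fold the median over clusters and it was found in at least 10% of the cells of the cluster, and a name needed at least 3 such markers. A cluster stayed unnamed where its 10 leading genes held more markers of another class, or where it had low UMIs and no marker among them. How markers were scored was settled after the clusters were seen, and the share of cells left unnamed is given with the monocyte clusters. For each class and library, UMIs were summed and given as CPM, with exact Poisson 95% intervals. Ratios have exact conditional binomial intervals and shares have Clopper-Pearson intervals (scipy 1.17.1), all for counting error only. A ratio against 0 UMIs was computed against a floor of 3 counts and is given as a lower bound. With 1 library per condition there was no test, p-value or count of changed genes, and differences between conditions cannot be separated from differences between libraries. The sums range from 947000 to 6274997 UMIs, so that in the smallest a gene at 50 CPM has few enough UMIs that only large ratios exceed counting error.

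The changes of all genes were compared at the total of the smallest sum, 947000 UMIs, by binomial thinning in 20 draws, and between random parts of 0.5 of the cells at 378800 UMIs, a lower total than set in advance because such parts do not reach the former. The named genes were, by a rule fixed in advance, every gene the paper names in the text on these data, and in each monocyte class the 5 with the largest rise and the 5 with the largest fall from naive to D14 among genes with at least 100 CPM in either library that moved the same way by D11, with 1 CPM added. Lists of genes (the 30 leading genes of each monocyte cluster in Table S3 less the naming markers, ribosomal proteins, and hand-written pathway lists) were summarised by their median and its percentile among 10000 random lists, as a description of these libraries. Pseudotime was computed with the diffusion pseudotime of scanpy over the monocyte-like cells. The values of Table S3 were compared on their own scale, a log2 of mean expression scaled per cell. TMM factors from edgeR 4.0.16 (R 4.3.3) were used as an alternative scaling only.

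The procedures were tested on simulated data. With 200 genes changed between simulated naive and D14 ncMono-like sums, 200 had the right direction, the median error of the log2 ratio was 0.012, and 95.2% of 3650 intervals covered the true value. Without any change the median absolute log2 ratio at the thinned total was 0.116 at both D11 and D14. Simulated cells of 7 classes were all given their class (100%), and pseudotime of 600 simulated cells had a Spearman correlation of 0.968 with their true order. Random unchanged lists had a median percentile of 58.5 and raised ones a lowest percentile of 100.

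The alternatives were set before the data were examined: all barcodes as deposited, at least 500 genes and at most 5% mitochondrial UMIs, doublets kept, the reported genes kept, each library clustered separately, resolutions 0.5 and 2, other denominators of shares, the mean of per-cell CPM, TMM factors, CPM without ribosomal, mitochondrial and hemoglobin genes, gene minimums of 20 and 200 CPM, cells thinned to 1000 UMIs, 8 steps of pseudotime and the D14 library alone. The setting of all barcodes as deposited still had the highest-scoring doublets removed, at 0.8% per 1000 barcodes. Alternatives added later are named as such where they are used. The AUCell gene sets, CyTOF, flow cytometry and bulk RNA-seq data were not used here, and absolute cell numbers were not analysed here. Other software was Python 3.11.15, anndata 0.12.19, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.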

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

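The tests of Hspa1a and Hspa1b in all classes, of the ncMono-like share and of the whole-library shift were written before the results they measure were seen. The tests of erythroid-like cells, B-like heat shock UMIs, Ltf, MHC class II genes and the cMono-like share were chosen after them.

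Erythroid-like cells, which the paper does not report on, made up 1.71% of naive, 27.95% of D11 and 23.4% of D14 cells. These shares leave out barcodes with fewer than 200 genes. Among all deposited barcodes, hemoglobin took most UMIs in 881 of 5386 naive, 4540 of 8536 D11 and 4058 of 9337 D14 barcodes, a smaller rise. Red cells were lysed before sequencing, and if some were left over in the leukemic samples, hemoglobin would take a large share of all UMIs there. It took 55.9% of the D11 library's UMIs, 22.5% at D14 and 11.2% in the naive library. More red cells left over and more circulating red cell precursors give the same counts, so the explanations cannot be told apart, and what keeps the matter open is that the step of lysis was done once per condition.

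Hspa1a and Hspa1b rose in classes the paper does not examine for them. In B-like cells their summed log2 ratio of D14 over naive was 6.04 [4.57 to 7.99], from 4 to 39 UMIs, beside 6.59 in ncMono-like, 4.80 in cMono-like, 3.64 in neutrophil-like, 7.15 in T-like and 5.26 in NK-like cells. T-like cells at D14 also held monocyte transcripts such as Ccr2, at 345 CPM, so their value is less sure. Free RNA from ncMono-like cells is argued against as the source in B-like cells. The 20 most abundant other ncMono-like transcripts stood in B-like cells at a median of 0.831% of their ncMono-like level, while the heat shock genes stood at 8.58%; the highest of the 20 was at 5.78%, and the median was taken as the measure after both were seen. A rise in every class examined is consistent with stress of the whole D14 library during handling, for which the B-like value of 6.04 was the test. A response of all leukocytes to the leukemia in the animal would give the same values and stays open, untested.

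Ltf, chosen after its values were seen along with Cebpe and Chil3, rose in neutrophil-like cells, which the paper does not analyse here, from 242 CPM in the naive library to 1096 CPM at D11 and 2345 CPM at D14. Cebpe had 27.1, 45.1 and 57.1 CPM and Chil3 had 21.1, 93.3 and 519 CPM. Free RNA from other cells is argued against, since the highest level of the 3 genes in B-like cells at D14 was 0.517% of the neutrophil-like level. That rests on 1 UMI of Ltf, 0 of Cebpe and 1 of Chil3, with upper bounds of 15.0, 9.91 and 15.0 CPM. The neutrophil-like levels at D14 were above each bound, and the bound is loosest for Cebpe. The neutrophil-like cluster with Camp, Ltf and Ngp as leading genes numbered 14 naive, 117 D11 and 269 D14 cells. A release of less mature neutrophils in leukemic mice is a hypothesis that would give these values, and a difference between the libraries other than leukemia stays open.

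MHC class II genes, outside the genes the paper discusses for these cells, fell in cMono-like cells. The log2 ratio of D14 over naive was -5.53 for H2-Ab1. Fewer dendritic-like cells in the class are argued against, since among cMono-like cells with no UMI of Cd209a, Clec10a or Flt3 the median ratio of H2-Ab1, H2-Eb1, H2-Aa and Cd74 was -5.45, against -5.04 in all of them. The UMIs lay in few cells, with 86.7% of the naive H2-Ab1 UMIs in 5% of cMono-like cells. A loss of an MHC class II expressing subset and a fall within cells stay open.

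In ncMono-like cells the same 4 genes moved in opposite directions at D11 and D14, a difference that was not tested. The log2 ratios over naive were 2.41 and -2.52 for H2-Ab1, 1.81 and -4.27 for H2-Eb1, 2.57 and -3.31 for H2-Aa, and 1.59 and -2.98 for Cd74. A few cells that also held B-like or dendritic-like transcripts are argued against for the rise at D11, since without cells holding Cd79a, Cd79b, Ms4a1, Cd209a, Clec10a or Flt3 the median ratio was 2.04. At D11 76.3% of the H2-Ab1 UMIs lay in 5% of ncMono-like cells, and 87.5% did in the naive library, so the values rest on few cells. No biological explanation was tested.

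The cMono-like share rose at D11 and fell at D14, to 1.29 and 0.701 times the naive share, and the difference between the days was not tested. Over cells neither erythroid-like nor platelet-like the ratios were 1.76 and 0.901, and over cells not pro-B leukemia-like they were 1.33 and 0.873. Over cells not neutrophil-like they were 1.27 and 0.596, a larger fall. The size of the fall thus depends on the cells in the denominator. With no absolute cell numbers analysed here, a fall in cMono-like cells and a rise of other classes cannot be told apart, since shares of 1 total keep this open.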

How the results depend on the processing

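The denominator without erythroid-like or platelet-like cells, the 95th percentile, the lower thinned total and the equal number of cells were tests chosen after the results were seen. No paired analysis was possible because each condition had 1 library. Where a value moved, the cause was not tested.

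With all barcodes as deposited, less the highest-scoring doublets, the ncMono-like share over naive was 1.01 at D11 and 3.08 at D14. The cMono-like share was 1.05 at D11. Signs turned for Mmp9 in cMono-like cells at D14, 1.36, for Cxcr2 and Lcn2 in naive ncMono-like over cMono-like cells, 0.202 and 1.52, and for Hba-a1, Hba-a2 and Hbb-bs in the same comparison at D11, 0.173, 0.124 and 0.187.

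With at least 500 genes and at most 5% mitochondrial UMIs, the cMono-like share was 1.73 times naive at D11 and 0.957 at D14. In ncMono-like cells over naive, signs turned at D14 for S100a4, -0.157, Fn1, -0.429, and Pik3ap1, 0.026, and at D11 for Ly6c2, -0.0402, and Ptprj, 0.0152. Over cMono-like cells they turned for Cxcr2, 2.21, and Lcn2, 2.88, in the naive library, and at D11 for Hba-a1, 0.12, Hba-a2, 0.0689, and Hbb-bs, 0.137. In ncMono-like cells the cluster 6 genes of Table S3 had medians of -0.0167 at D11 and -0.302 at D14, and the circulating monocyte list turned to -0.0867 at D11. The median absolute log2 ratios at D11 and D14 were 0.246 and 0.252 in ncMono-like and 0.203 and 0.293 in cMono-like cells.

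With doublets kept, Mmp9 and Cxcr2 turned to -2.13 and -0.609 in ncMono-like over cMono-like cells at D11, and Hba-a1, Hba-a2 and Hbb-bs to 0.351, 0.315 and 0.367. Cxcr2 in ncMono-like cells turned to 1.56 at D14 over naive. In ncMono-like cells the cluster 6 genes had a median of -0.0816 at D14, ribosomal proteins 0.171 at D11 and -0.0799 at D14, and the circulating monocyte list 0.0633 at D11. The median absolute log2 ratios in ncMono-like cells were 0.258 and 0.259.

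In cMono-like cells at D14, the median absolute log2 ratio was 0.297 with the reported genes kept, and 0.295 both with libraries clustered separately and at resolution 0.5, where Cblb turned to -0.0115. With the mean of per-cell CPM the medians were 0.28 in ncMono-like cells at D11, and 0.186 and 0.261 in cMono-like cells at D11 and D14. TMM factors gave 0.261 and 0.302 in ncMono-like cells, turned Pik3ap1 to 0.0453 there at D14, and raised the ribosomal median at D14 to 0.332. CPM without ribosomal, mitochondrial and hemoglobin genes gave 0.259 in ncMono-like cells at D11 and a median of -0.0121 for the cluster 6 genes in cMono-like cells at D14. A minimum of 20 CPM gave 0.293 and 0.292 in ncMono-like and 0.246 and 0.314 in cMono-like cells, and one of 200 CPM gave 0.258 in ncMono-like cells at D14 and 0.184 in cMono-like cells at D11. Over cells not pro-B leukemia-like the ncMono-like share at D14 was 5.62 times naive.

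Of the settings chosen later, the denominator without erythroid-like or platelet-like cells gave 1.79 and 5.8 for the ncMono-like and 1.76 and 0.901 for the cMono-like share over naive. In ncMono-like cells at D11 and D14 the absolute log2 ratios were 0.828 and 1.02 at the 95th percentile, and the medians were 0.31 and 0.312 at the lower thinned total and 0.313 and 0.317 with equal cells. In cMono-like cells they were 0.705 and 1.03, 0.261 and 0.334, and 0.269 and 0.337.

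In each setting the ncMono-like share was at or above its naive value at D11 and above it at D14, from 3.08 to 5.8 times. Of the single genes' log2 ratios, 2999 stayed within their counting interval, 553 moved beyond it, and 24 whose interval had left out 0 turned, each listed above. Of the list medians, 267 stayed within the spread of random lists around their value, 5 moved beyond it, and 4 that had been farther from 0 than that spread turned. Medians nearer 0 also changed sign, such as triacylglyceride synthesis in ncMono-like cells at D11 and the cluster 6 genes in ncMono-like cells at D14. Along pseudotime, 46 ratios of the last over the first step kept their place and 53 moved. Of the shares of cells, 37 kept their place and 23 moved, and thinning lowered all 54 shares of ncMono-like and cMono-like cells with a UMI. The depth limits genes with few UMIs most, such as Mmp9, Cxcr2, Flt3 and F13a1 in ncMono-like cells.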

Differences from the paper's values

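The tests by 95th percentile and by level over all classes were chosen after the results were seen. A share was taken to differ where one value was over 1.5 times the other, and a log2 fold change where the values lay farther apart than the SD between the 3 libraries. By the former, the ncMono-like share of all cells kept, 14.65% at D14 against the paper's 19.5% of leukocytes and 3.25% in naive mice against the paper's 3.2%, did not differ, although 19.5% lies outside the D14 interval of 13.61 to 15.75%. The D14 share was 19.4% over cells not neutrophil-like, and 19.29% over cells neither erythroid-like nor platelet-like, a denominator chosen after the shares were seen. Over cells not neutrophil-like the naive share was 5.06%, and with all barcodes less doublets the D14 share was 7.48%, and both of these differed from the paper's values. With at least 500 genes and at most 5% mitochondrial UMIs the shares were 21.9% at D14 and 4.41% in the naive library, and neither differed. The SD of the log2 rule spans the naive, D11 and D14 libraries, so it holds change between conditions and is no measure of error. A gene steady across them is flagged for a small gap, and one that moves, such as Fcgr4 (SD 0.586), hardly can be. By that rule, 1 value differed in the main analysis. For Pparg the log2 fold change of ncMonos over cMonos on the scale of Table S3 was 2.62, against the paper's 2.71, and the SD between the 3 libraries was 0.076. Of the alternatives set before the data were examined, doublets kept (2.73), each library clustered separately (2.68), resolution 0.5 (2.66) and resolution 2 (2.66) had no such difference. All barcodes (2.64) lay at the edge of the rule once values were rounded, and stricter filters (2.81) and the reported genes kept (2.80) differed. Pou2f2, Adgre4 and Dusp16 did not differ in the main analysis but did under alternatives. Pou2f2 was 1.90 against the paper's 1.87 and from 1.92 to 1.99 under all 7, each of which differed. Adgre4 was 1.93 against the paper's 1.83, and differed under 6 of them, at 1.97 to 2.09. Dusp16 was 3.35 against the paper's 3.27, and differed with stricter filters (3.46) and the reported genes kept (3.48).

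The paper states that changes in ncMonos were more extensive at D14 than at D11. The median absolute log2 ratio over naive in ncMono-like cells was 0.267 at both days at one depth, while the 95th percentile was 0.828 at D11 and 1.02 at D14. The median was higher at D14 in 7 of the 12 other settings fixed in advance, which were stricter filters (0.246 and 0.252), doublets kept (0.258 and 0.259), TMM factors (0.261 and 0.302), the reported genes kept, resolutions 0.5 and 2, and CPM without ribosomal, mitochondrial and hemoglobin genes. It states that fewer genes changed in the cMonos than in the ncMonos. The numbers of genes were not recomputed, and the median absolute log2 ratio at D14 was 0.285 in cMono-like cells against 0.267 in ncMono-like cells, with 95th percentiles of 1.03 and 1.02. The medians at D14 were larger in ncMono-like cells under TMM factors (0.302) and the mean of per-cell CPM, and smaller under the other settings. At D11 the median was 0.267 in ncMono-like and 0.212 in cMono-like cells, and it was larger in ncMono-like cells under every setting.

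The paper names Txn1 as activated for a time along pseudotime and then inactivated. Pooled over the 3 libraries, Txn1 was highest at the last step, at 883 CPM against 501 CPM at the first, also with doublets kept and with 8 steps. With the D14 library ordered alone it was highest at the third step, at 957 CPM, and 928 CPM at the last, and within the D11 library it was highest at the fourth, at 467 CPM, and 365 CPM at the last. For Mmp9 and Cxcr2, named with it, the pooled maximum was at the third step. With doublets kept it was at the last, at 33.6 and 88.0 CPM, where 36 of 323 cells were cMono-like. With 8 steps it was at step 4, at 22.2 and 63.0 CPM, and with the D14 library ordered alone at step 3, at 4.58 and 7.85 CPM, where the intervals of all steps overlapped.

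The paper names Cd9 among genes expressed exclusively or predominantly in the ncMonos. Of the 5 genes named there, 4 were highest in ncMono-like cells in every library, and Cd9 was higher in neutrophil-like cells in the naive library (462 against 323 CPM) and at D11 (544 against 525 CPM). It was highest in ncMono-like cells at D14, at 487 CPM.

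From bulk RNA-seq of sorted macrophages, other cells than those here, the paper states that Nos1, Nox1, Il4, Il13 and Egr2 were higher in leukemic mice. Its leukemic macrophages came from blood and its naive ones from bone marrow, whereas both sides here are blood, so the comparisons are unlike. The paper also reports qRT-PCR of such markers, and it states that Pparg was upregulated. In ncMono-like cells Nox1 had 16.9 CPM in the naive library, 4.21 CPM at D11 and 8.77 CPM at D14, with a log2 ratio of D14 over naive below 0 under each setting. Il4 and Il13 had 0 UMIs in each monocyte sum, Nos1 had 1 naive UMI in ncMono-like cells and 0 in the other monocyte sums, and Egr2 had 1 UMI at D14 in ncMono-like cells. Pparg had a log2 ratio of D14 over naive in ncMono-like cells of -0.42, also below 0 under each setting.

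The paper gives the set for circulating monocytes as falling progressively in ncMonos. With lists written by hand, which are not the paper's sets, the median log2 ratio over naive for circulating monocytes was 0.52 at D11. At D14 it was -0.31, the direction the paper gives. The D11 median was -0.0867 with at least 500 genes and at most 5% mitochondrial UMIs. The paper's text gives fatty acid oxidation as higher in both clusters, while Fig. 5F shows it lower in ncMonos, and the median in ncMono-like cells was 0.12 at D11 and 0.11 at D14 and above 0 under each alternative. The paper gives triacylglyceride synthesis as enriched progressively in ncMonos, and here the median was -0.04 at D11 and 0.25 at D14. The D11 median was above 0 with TMM factors (0.08), CPM without ribosomal, mitochondrial and hemoglobin genes, stricter filters and doublets kept. It was also above 0 with the reported genes kept, libraries clustered separately and the mean of per-cell CPM.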

Other observations

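The tests of Mmp9 and Cxcr2, of Ccr2 and Apoe, of the ncMono-like share, of the whole-library shift and of the median spread were written before the results were seen. The tests of free RNA in the named genes, of neutrophils caught with cMono-like cells, of hemoglobin and of the 95th percentile were chosen after.

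Mmp9 and Cxcr2 in the middle of pseudotime may come from neutrophils caught with monocytes. If so, their UMIs would stand to those of neutrophil transcripts as they do in neutrophil-like cells. At the third step they were 2.6% [2.17 to 3.09] of the UMIs of S100a8, S100a9, Retnlg, Il1r2 and G0s2, within the range of 1.04% to 3.62% over neutrophil-like clusters, a range chosen as the measure after the values were seen. Against Retnlg, Il1r2 and G0s2 alone they were 57.7%, within 13.3% to 109% over those clusters. In 13 cells that held 112 of the 131 UMIs the latter value was 127% [95.4 to 170], and at the second step the former was 4.09% [3.14 to 5.25], both above the highest cluster, with intervals that reach into the range. Those 13 cells, with at least 3 UMIs of the genes together, had a median of 13739 UMIs, 10 of them being naive cMono-like cells. Expression in monocytes stays open for the UMIs outside these cells.

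The fall of Ccr2 and Apoe in ncMono-like cells was weighed against a lower number of cells early in pseudotime. With D14 cells weighted to the steps of the naive ncMono-like cells, the log2 ratio of D14 over naive was -4.10 for Ccr2 and -2.41 for Apoe, which argues against it. A change within the cells by leukemia or by library stays open.

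The rise of the ncMono-like share was weighed against a loss of other classes from the denominator. There were 4.24 ncMono-like cells per cMono-like cell at D14 and 0.659 in the naive library, and the number per cell also rose against neutrophil-like (0.0907 to 0.599), T-like (0.108 to 5.62), B-like (0.294 to 12.5) and NK-like cells (0.577 to 9.31). Per pro-B leukemia-like and erythroid-like cell it fell, from 120 to 0.742 and from 1.90 to 0.625. Loss of 1 class is argued against by the rise relative to each of these 5 leukocyte classes, and a loss of all 5 together stays open without absolute numbers.

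A shift of the whole D14 library was tested across genes, which are not independent replicates, over 5 relations. The Pearson correlation of log2 ratios of D14 over naive between ncMono-like cells and another class, over 200 genes at equal totals, was 0.543 with cMono-like, 0.304 with T-like, 0.263 with neutrophil-like, 0.1 with B-like and 0.0586 with NK-like cells. The values with B-like and NK-like cells lay well below that with cMono-like cells, and that with T-like cells lay between. A shift of the library and a change of the monocytes cannot be told apart, as each condition is 1 library.

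Free RNA from leukemia-like, erythroid-like or neutrophil-like cells was weighed for the 10 genes named by rule in ncMono-like cells. For Hspa1a and Hspa1b it is argued against, since free RNA stays below its source, and at D14 the highest level of either in those classes was 11.9% of the ncMono-like level. For the fall of Ccr2, Serpinb2, Ank2 and Apoe these sources are argued against likewise, as the highest naive level in those classes was 2.07% of the ncMono-like level. Such low levels rule out those classes only. The cMono-like cells of the naive library, with 1044 CPM of Ccr2 against 120 CPM in ncMono-like cells, were not weighed as a source. Free RNA reaches every class of a library, so the class that holds least limits it, a test chosen after the levels were seen. For the fall of Ifi27l2a, a naming marker, that class was NK-like cells, whose upper bound was 2.89% of the naive ncMono-like level. Of the 5 genes that rose in cMono-like cells, Wfdc21 and Lcn2 were more than 10 times higher in neutrophil-like cells at D14. By the same test free RNA is argued against for both, at no more than 2.3% of the cMono-like level in leukemia-like cells, while T-like cells held 72.2 and 128 CPM against 211 and 266 CPM in cMono-like cells. Neutrophils caught with cMono-like cells are argued against as their whole source, since they would bring their other abundant transcripts too. In the neutrophil-like cluster nearest to fitting, the upper bound of the median share of 20 such transcripts was 35.7% of the share that Lcn2 needs, although 4 of the 20 reached that share, and in the other clusters it was 23.1% or less. For the hemoglobin genes, free RNA would spread over all cells, but the median was 5 hemoglobin UMIs per ncMono-like cell at D14 while 95.4% of these UMIs lay in the 5% of cells with the most, which is consistent with whole red cells caught with them. Without hemoglobin genes, a list chosen after the values were seen, Ikbke was next among the genes that rose, at a log2 ratio with 1 CPM added of 5.43.

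Depth and cell number were weighed for the spread of changes. At one total the median in ncMono-like cells was 0.267 at both days. It was higher at D14 than at D11 in 7 of the 12 other settings fixed in advance, such as TMM factors (0.261 and 0.302). Medians without equal depth are not given, so these values cannot show whether depth or cell number would account for a larger median. The 95th percentile was larger at D14 also with equal cells, at 1.14 against 0.976, which argues against depth and cell number as the whole cause of that part.

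Genes the paper measured in bulk RNA-seq had the following levels in these cells. Cd274 had 200, 128 and 235 CPM in ncMono-like cells for naive, D11 and D14, and 3.95, 5.33 and 25.1 CPM in cMono-like cells, a log2 ratio of D14 over naive of 2.67 [1.67 to 3.85]. In ncMono-like cells Nox1 had 16.9, 4.21 and 8.77 CPM, from 16, 7 and 55 UMIs, and Ahr had 14.8, 4.21 and 4.46 CPM, from 14, 7 and 28 UMIs. Il4 and Il13 had 0 UMIs in every monocyte sum, Nos1 had 1, 0 and 0 UMIs, and Egr2 had 0, 0 and 1 UMIs in ncMono-like and 3, 2 and 1 UMIs in cMono-like cells.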
